# mRNA Deadenylation Is Coupled to Translation Rates by the Differential Activities of Ccr4-Not Nucleases

**DOI:** 10.1016/j.molcel.2018.05.033

**Published:** 2018-06-21

**Authors:** Michael W. Webster, Ying-Hsin Chen, James A.W. Stowell, Najwa Alhusaini, Thomas Sweet, Brenton R. Graveley, Jeff Coller, Lori A. Passmore

**Keywords:** mRNA decay, translation, deadenylation, gene expression, RNA binding protein, poly(A) tail, exonuclease

## Abstract

Translation and decay of eukaryotic mRNAs is controlled by shortening of the poly(A) tail and release of the poly(A)-binding protein Pab1/PABP. The Ccr4-Not complex contains two exonucleases—Ccr4 and Caf1/Pop2—that mediate mRNA deadenylation. Here, using a fully reconstituted biochemical system with proteins from the fission yeast *Schizosaccharomyces pombe*, we show that Pab1 interacts with Ccr4-Not, stimulates deadenylation, and differentiates the roles of the nuclease enzymes. Surprisingly, Pab1 release relies on Ccr4 activity. In agreement with this, *in vivo* experiments in budding yeast show that Ccr4 is a general deadenylase that acts on all mRNAs. In contrast, Caf1 only trims poly(A) not bound by Pab1. As a consequence, Caf1 is a specialized deadenylase required for the selective deadenylation of transcripts with lower rates of translation elongation and reduced Pab1 occupancy. These findings reveal a coupling between the rates of translation and deadenylation that is dependent on Pab1 and Ccr4-Not.

## Highlights

• Poly(A)-binding protein is efficiently released by Ccr4-Not nuclease activity
• Ccr4, but not Caf1, removes poly(A) tails bound to Pab1
• Ccr4 acts on all transcripts and Caf1 acts on transcripts with low codon optimality
• Deadenylation by Ccr4-Not connects translation with mRNA stability

## Introduction

The 3′ poly(A) tail of eukaryotic mRNAs is a central determinant of gene expression. The conserved cytoplasmic poly(A)-binding protein (Pab1 in yeast/PABPC1 in mammals) binds to the poly(A) tail with high affinity. Pab1/PABPC1 interacts with translation initiation factors to promote mRNA translation and also protects mRNAs from degradation (Caponigro and Parker, 1995, Coller et al., 1998, Sachs and Davis, 1989). Consistent with this, shortening of the poly(A) tail (deadenylation) and release of Pab1 repress gene expression by reducing translation and mRNA stability. Deadenylation can be stimulated by miRNAs, mRNA-binding proteins, and covalent RNA modifications. Despite the central role of deadenylation in gene expression, it is unclear how exonucleases gain access to a poly(A) tail that is concealed by tightly bound Pab1.

Deadenylation is catalyzed by Ccr4-Not and Pan2-Pan3 (Tucker et al., 2001, Wahle and Winkler, 2013). Ccr4-Not, which is thought to play the major role, contains seven core subunits, including two poly(A)-selective exonucleases, Ccr4 and Caf1/Pop2 (Parker, 2012). Ccr4-Not is recruited to specific mRNAs to direct rapid deadenylation during diverse biological processes, including embryogenesis, immunological responses, and cell proliferation (Belloc and Méndez, 2008, Carballo et al., 1998, Subtelny et al., 2014). Targeted deadenylation occurs when proteins bound to specific mRNA sequences recruit the Ccr4-Not complex (Goldstrohm et al., 2006, Stowell et al., 2016, Wahle and Winkler, 2013). The action of these mRNA-binding proteins does not, however, fully account for the wide range of half-lives observed across the eukaryotic transcriptome (Cheng et al., 2017). An additional major determinant of mRNA decay is the rate of translation elongation, and this correlates with codon optimality (Presnyak et al., 2015). The coupling between translation and mRNA stability depends on the DEAD-box helicase Dhh1/DDX6 (Radhakrishnan et al., 2016) and is linked to deadenylation (Bazzini et al., 2016, Mishima and Tomari, 2016, Presnyak et al., 2015). Yet, the molecular mechanisms whereby the RNA decay machinery senses translation rates remain largely enigmatic.

The two nucleases of Ccr4-Not have similar enzymatic activities *in vitro* and overlapping roles in deadenylation *in vivo*. Purified human, mouse, and yeast Ccr4 and Caf1 are poly(A)-specific nucleases (Bianchin et al., 2005, Daugeron et al., 2001, Thore et al., 2003, Tucker et al., 2002, Viswanathan et al., 2004, Wang et al., 2010). We recently demonstrated that both nucleases are active when they are integrated into an intact recombinant *Schizosaccharomyces pombe* (*S. pombe*) Ccr4-Not complex, and active site mutations in either nuclease have only minor effects on the overall activity (Stowell et al., 2016). Deletion of Ccr4 in *Saccharomyces cerevisiae* (*S. cerevisiae*) does, however, impair rates of poly(A) tail shortening more than deletion of Caf1 (Tucker et al., 2001). Furthermore, the nucleases are structurally dissimilar: Ccr4 is a member of the endonuclease-exonuclease-phosphatase (EEP) family, while Caf1 adopts an RNase D fold. It is therefore unclear whether the nucleases of Ccr4-Not have separable enzymatic functions and whether they are differentially regulated by additional factors.

Pab1/PABPC1 contains four RNA recognition motif (RRM) domains that together bind poly(A) RNA with low nanomolar affinity (Kühn and Pieler, 1996). A C-terminal region, comprised of a proline-rich linker (P-linker) and C-terminal domain (CTD), mediates self-association and interactions with other proteins (Mangus et al., 2003). RRMs 1 and 2 are thought to bind with higher affinity and be more specific for poly(A) than RRMs 3 and 4 (Burd et al., 1991, Kühn and Pieler, 1996).

A current model suggests that a conserved role of Pab1/PABPC1 is to conceal the 3′ end of mRNAs, protecting them from Ccr4-Not (Lee et al., 2010, Parker, 2012, Yamashita et al., 2005). Consistent with this, excess Pab1 was reported to inhibit the activity of purified *S. cerevisiae* Ccr4 and Caf1 using *in vitro* assays (Simón and Séraphin, 2007, Tucker et al., 2002, Viswanathan et al., 2004). It is therefore possible that other proteins release Pab1 to permit deadenylation (Khaleghpour et al., 2001, Weidmann et al., 2014, Zekri et al., 2013). Recent data showing that PABPC1 occupancy on mRNAs is not correlated with steady-state poly(A) tail lengths may support this model (Rissland et al., 2017, Zekri et al., 2013). Contrary to the view of Pab1 as an inhibitor of deadenylation, Pab1-deficient yeast have a reduced rate of poly(A) shortening (Caponigro and Parker, 1995). Furthermore, PABPC1 was required for efficient miRNA-induced deadenylation in a mouse cell extract system (Fabian et al., 2009). Since Pab1/PABPC1 is an essential gene with pleiotropic functions, studying its role in deadenylation *in vivo* is a particular challenge.

Here, we use a fully reconstituted biochemical system to investigate the activity of *S. pombe* Ccr4-Not on Pab1-bound RNA and elucidate how Pab1 is released. Surprisingly, Pab1 differentiates the activities of the two Ccr4-Not nucleases: only Ccr4 is capable of shortening poly(A) tails bound by Pab1. *In vivo*, we find that *S. cerevisiae* transcripts with optimal codons have higher Pab1 occupancy, undergo slow poly(A) tail removal, and are not dependent on Caf1 for deadenylation. Collectively, our findings reveal a functional distinction between the deadenylase enzymes of Ccr4-Not and provide mechanistic insight into the coupling between translation, mRNP (messenger ribonucleoprotein) complex composition, and mRNA stability.

## Results

### Pab1 Accelerates Shortening of the Poly(A) Tail by Ccr4-Not

To study the effect of Pab1 on Ccr4-Not activity and to determine how Pab1 is released from mRNAs, we reconstituted this process *in vitro*. Recombinant *S. pombe* Ccr4-Not complex was isolated from insect cells overexpressing all seven core subunits (Stowell et al., 2016) (Figure S1A). To approximate physiological conditions, we used a model RNA substrate with a short upstream “3′ UTR” sequence followed by 60 adenosines (20-mer-A60) (Webster et al., 2017). We loaded purified Pab1 onto this RNA with controlled stoichiometry (two Pab1 molecules/RNA) and verified this using electrophoretic mobility shift assays (Figures S1B and S1C). When purified Ccr4-Not was incubated with the model RNA substrate, the poly(A) tail was removed (Figure 1A). Surprisingly, the average deadenylation rate was increased 3-fold when Pab1 was present (Figure S1D). Thus, the activity of Ccr4-Not is not restricted by Pab1 binding tightly to the poly(A) RNA substrate.

**Figure 1:**
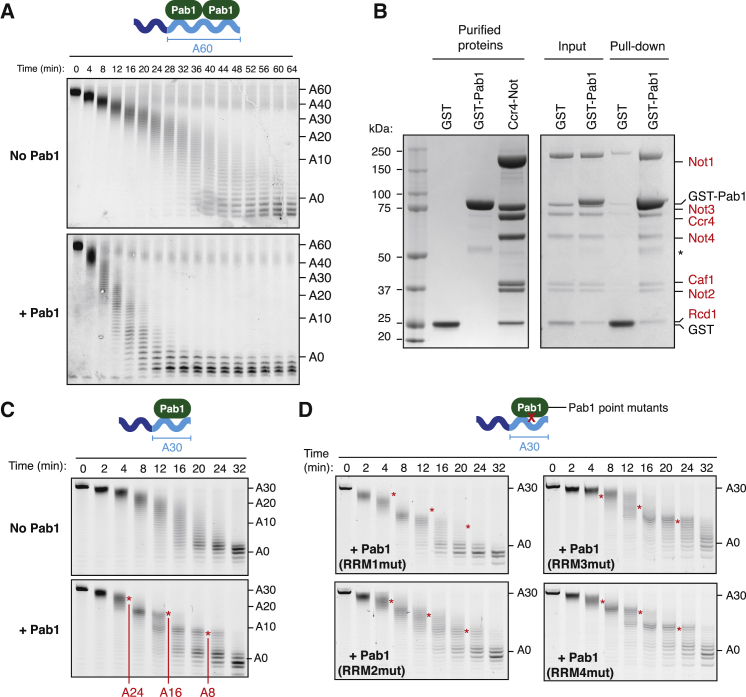
Pab1 Stimulates Stepwise Deadenylation by Ccr4-Not (A) Deadenylation by purified Ccr4-Not in the presence and absence of Pab1. The RNA substrate comprises 20 non-poly(A) nucleotides followed by a 60-adenosine poly(A) tail. RNA products (4-min time points) were resolved on a denaturing polyacrylamide gel. Pab1-bound substrates were prepared with two Pab1 molecules per RNA. (B) Coomassie-stained SDS-PAGE of pull-down assay showing binding of purified Ccr4-Not (red labels) to immobilized GST-Pab1. Purified proteins (before mixing), Input (proteins mixed before loading on resin), and Pull-down (proteins bound to resin after washing) are shown. The asterisk indicates a contaminant protein. (C) Deadenylation of 5′ fluorescently labeled 23-mer-A30 RNA substrate. Pab1-bound substrates were prepared with one Pab1 molecule per RNA. Poly(A) tail lengths are indicated, and RRM footprints are marked with red asterisks. (D) Deadenylation of 5′ fluorescently labeled 23-mer-A30 RNA substrates in the presence of Pab1 variants. The positions of footprints observed with wild-type Pab1 in (C) are indicated with red asterisks. See also Figures S1 and S2.

One mechanism whereby Pab1 could increase the rate of deadenylation is by direct interaction with the Ccr4-Not complex, recruiting it to the RNA substrate. To test this, we used pull-down assays and found that purified Ccr4-Not bound to immobilized GST-Pab1 (Figure 1B). Thus, the rate of deadenylation by Ccr4-Not is likely accelerated by Pab1 due to a direct physical interaction between these factors.

Previous reports that Pab1 inhibits deadenylation by isolated Ccr4 (Tucker et al., 2001) led to the prevailing view that Pab1 protects against the removal of the poly(A) tail. In those experiments, however, Pab1 was present in a 4- to 400-fold molar excess over RNA. Consistent with this, we found that addition of excess Pab1 inhibited deadenylation by Ccr4-Not approximately 2-fold (Figure S1E). Excess Pab1 did not inhibit deadenylation of a substrate lacking an upstream sequence (Figure S1E). Thus, excess Pab1 likely bound to the non-poly(A) sequence upstream of the poly(A) tail (Figure S1C). Together, these data show that excess Pab1 can slow deadenylation when the RNA substrate contains a 3′ UTR, and it does not inhibit deadenylation by concealing the poly(A) tail. Instead, when it is stoichiometrically loaded onto poly(A) tails, Pab1 can promote removal of A60 tails, likely through a direct interaction with Ccr4-Not.

### Deadenylation Reveals the 3′ Ends of Pab1 RRM Footprints

Deadenylation in the presence of Pab1 was not uniform along the length of the poly(A) tail and appeared to proceed in a series of steps (Figure 1A). To analyze this at higher, single-nucleotide resolution, we used an RNA substrate with a 30-adenosine tail that bound one Pab1 molecule. Pab1 did not largely affect the average rate at which the 30-adenosine tail was shortened, but it caused the accumulation of three different RNA species, separated in size by ∼8 nucleotides (A8, A16, and A24) (Figures 1C, S1D, and S2A). Hence, Pab1 causes deadenylation to proceed stepwise, pausing at defined and regularly spaced intervals.

We hypothesized that the steps in deadenylation are caused by protection of the poly(A) tail by the RRM domains of Pab1. The position of the steps would therefore represent the 3′ end of an RRM domain footprint on RNA, defined by the binding site of the RRM and steric constraints imposed by the colliding nuclease and Pab1. Consistent with this, deadenylation also proceeded in ∼8 nucleotide steps in the presence of a truncated Pab1 protein containing only the four RRMs (Figures S2B–S2D).

To understand the contribution of each RRM, we generated four Pab1 variants, each with a mutation that impairs the binding of RNA to one RRM domain (Deardorff and Sachs, 1997). A mutation that impairs RNA binding to RRM 4 had no effect on the deadenylation activity of Ccr4-Not (Figure 1D). Mutation in RRM 2 had a moderate effect, reducing the prominence of the footprints. In contrast, mutation of RRM 1 or 3 produced more substantial changes in the pattern of footprints, reducing the stepwise nature of deadenylation (Figure S2E). It is likely that mutation of one RRM influences RNA binding by adjacent RRMs, thereby leading to these complex effects on deadenylation. Based on these results, we propose that in wild-type Pab1, RRMs 1, 2, and 3 each protect ∼8 nucleotides of the poly(A) tail, and Ccr4-Not stalls when it encounters each one.

Previous studies had shown that RRM 4 is not selective for poly(A) (Burd et al., 1991). Given that we do not observe a footprint for RRM 4 in deadenylation reactions (Figure 1D), this domain may be bound to the non-poly(A) 3′ UTR of the RNA rather than the poly(A) tail. The Pab1 molecule at the 5′ end of the poly(A) tail may therefore bind across the junction of the 3′ UTR and poly(A). This model is consistent with transcriptome-wide mapping of Pab1 binding sites in yeast, which showed that Pab1 binds non-poly(A) sequences and that RRM 4 is the primary site of protein-RNA crosslinks (Baejen et al., 2014, Kramer et al., 2014, Tuck and Tollervey, 2013). This also suggests the possibility that the 3′ UTR sequence could further influence Pab1 positioning.

### Shortening of the Pab1-Bound Poly(A) Tail Is Catalyzed by Ccr4, but Not Caf1

We recently showed that both nucleases in Ccr4-Not mediate *in vitro* deadenylation of a model RNA (Stowell et al., 2016). To investigate whether the activities of Ccr4 and Caf1 are similarly redundant on Pab1-bound RNAs, we used purified Ccr4-Not variants with point mutations that abolish the catalytic activity of either nuclease (Figure S2F). Caf1 inactivation did not change *in vitro* deadenylation by Ccr4-Not (Figure 2A). In contrast, in the presence of Pab1, a complex containing inactive Ccr4 did not fully deadenylate substrate RNAs with a 30-adenosine tail (Figure 2A). A product with ∼22 adenosines accumulated but only in the presence of Pab1. Thus, surprisingly, removal of the Pab1-bound poly(A) tail required the catalytic activity of Ccr4, but not that of Caf1. The 22 nucleotides resistant to deadenylation likely represent the footprint of Pab1 on poly(A) RNA.

**Figure 2:**
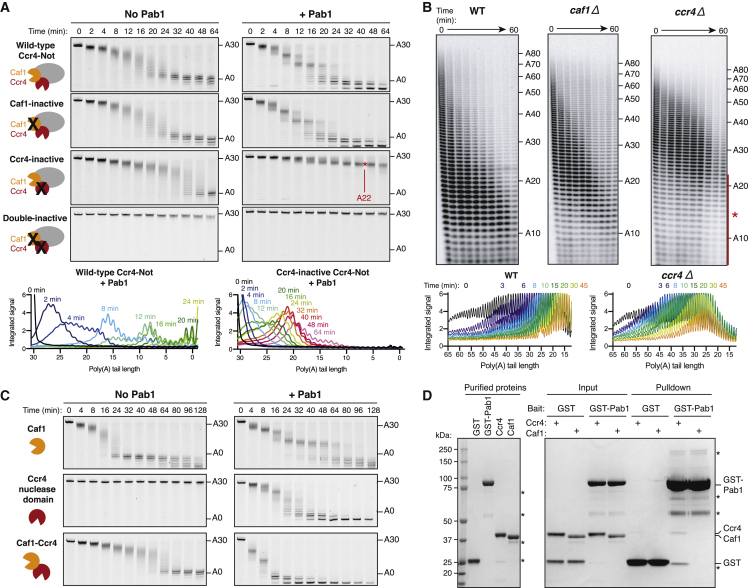
Shortening of Pab1-Bound Poly(A) Tails Is Catalyzed by Ccr4 (A) Deadenylation of a 23-mer-A30 RNA in the absence or presence of Pab1 by Ccr4-Not and variant complexes with mutations in the active site of Ccr4 (Ccr4-inactive), Caf1 (Caf1-inactive), or both Ccr4 and Caf1 (double-inactive). Densitometric analyses were performed on selected gels (bottom). (B) Global poly(A) tail length in wild-type (WT) *S. cerevisiae* and strains containing deletion of *CCR4* or *CAF1*. The red asterisk indicates incomplete deadenylation in the *ccr4*Δ strain. Densitometric analyses were performed on selected gels (bottom). (C) Deadenylation of a 23-mer-A30 RNA by isolated Caf1 protein, Ccr4 (EEP nuclease domain), or the Caf1-Ccr4 heterodimer. (D) Coomassie-stained SDS-PAGE of pull-down assays showing binding of purified Ccr4 or Caf1 to immobilized GST-Pab1. Contaminant proteins are indicated with asterisks. In (A) and (C), Pab1-bound substrate was prepared with one Pab1 molecule per RNA. See also Figures S2 and S3.

To test whether Ccr4 or Caf1 is required for removal of the Pab1-bound poly(A) tail *in vivo*, we examined global poly(A) tail shortening following transcriptional shut-off in *S. cerevisiae* strains containing a deletion of either *CCR4* or *CAF1*. Whereas wild-type yeast showed a continuous range of poly(A) tail lengths that shorten with time, the *ccr4*Δ strain accumulated poly(A) tails of ∼30 adenosines and had a marked reduction of poly(A) tails shorter than ∼22 adenosines (Figure 2B). Based on the similarity in the size of this protected region to that observed with the Ccr4 mutant complex *in vitro*, this likely represents a footprint of Pab1 *in vivo*. Deletion of *CAF1* did not generate a similar footprint (Figure 2B).

### Pab1 Stimulates Isolated Ccr4 but Inhibits Isolated Caf1

We tested whether the requirement for Ccr4 to deadenylate Pab1-bound poly(A) tails is a property of the intact Ccr4-Not complex or intrinsic to the nuclease subunits. Purified, isolated nucleases were >10-fold less active than the Ccr4-Not complex, necessitating the use of higher protein concentrations in the assays. Pab1 inhibited the activity of purified Caf1, reducing the average rate of deadenylation by 3-fold (Figure 2C). Importantly, however, deadenylation by Caf1 was not halted at ∼22 adenosines like Ccr4-inactive Ccr4-Not. This indicates that additional subunits of the Ccr4-Not complex regulate the activity of Caf1 and enforce the dependence on Ccr4 for the removal of adenosines bound by Pab1.

In contrast, the activity of the isolated nuclease domain of Ccr4 was strongly stimulated by the presence of Pab1 (Figures 2C and S2G). Pab1 also stimulated a heterodimeric complex consisting of only Caf1 and Ccr4, and Ccr4 activity was required for this effect (Figures 2C and S2H). Hence, the overall effect of Pab1 on each deadenylase enzyme is similar whether they are isolated or integrated into the intact Ccr4-Not complex. However, the activity of Caf1 is more restricted when it is part of Ccr4-Not, indicating that non-enzymatic subunits of the complex play a regulatory role.

### Ccr4 Interacts with Pab1

Since Pab1 influences the activities of the isolated nucleases of Ccr4-Not, we tested whether Pab1 interacts directly with Ccr4 and Caf1. In pull-down assays, GST-Pab1 interacted weakly but reproducibly with the nuclease domain of Ccr4, but not with Caf1 (Figures 2D and S3A). This likely accounts for the stimulation of isolated Ccr4 activity by Pab1.

The C-terminal portion of Pab1 comprising the proline-rich linker and the CTD was important for interaction with Ccr4 and its stimulatory effect on deadenylation (Figures S3B–S3E). Still, Ccr4 activity was required for Ccr4-Not-mediated release of Pab1 lacking the P-linker and CTD (Figure S3F).

### Ccr4-Inactive Ccr4-Not Reveals the Organization of Pab1 on the Poly(A) Tail

Since the Caf1 exonuclease in Ccr4-inactive complex stops when it encounters nucleotides bound by Pab1, we could use this complex to map the Pab1 binding site on RNAs. An RNA containing 30 adenosines (lacking the upstream 3′ UTR sequence) was not efficiently deadenylated by Ccr4-inactive complex (Figure 3A). This is consistent with the ∼27-nucleotide footprint of Pab1 observed when cellular mRNA poly(A) tails were digested with RNase T2 (Baer and Kornberg, 1983). In contrast, the footprint of Pab1 on the poly(A) tail of an RNA with an upstream 3′ UTR is ∼22 nucleotides (Figure 3A). Hence, the 3′ UTR alters the position of Pab1 binding to an A30 sequence, allowing more adenosines to be enzymatically removed by Caf1. This finding supports our model in which Pab1 RRMs 1–3 bind selectively to poly(A), while RRM 4 instead binds to the 3′ UTR. Pab1 molecules that do not have access to a 3′ UTR bind poly(A) with all four RRMs and consequently generate a longer poly(A) footprint.

**Figure 3:**
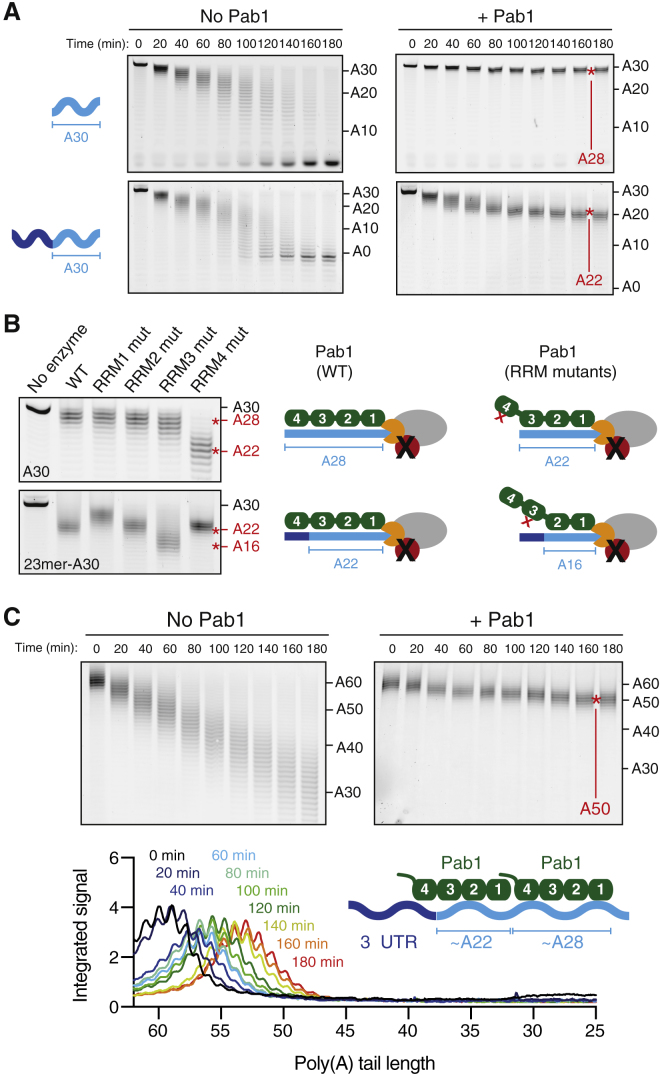
Pab1 Organization on the Poly(A) Tail (A) Deadenylation by Ccr4-inactive Ccr4-Not to map Pab1-binding site on A30 and 23-mer-A30 RNA substrates. Red asterisks indicate accumulated product poly(A) tail lengths. (B) Deadenylation reaction end points (180 min) following addition of Ccr4-inactive Ccr4-Not to A30 (top) and 23-mer-A30 (bottom) RNA substrates in the presence of the indicated Pab1 variants. Red asterisks indicate accumulated product poly(A) tail lengths. Full time courses are shown in Figures S4A and S4B. Models of Pab1 binding to each RNA are shown on the right. (C) Deadenylation by Ccr4-inactive Ccr4-Not on 20-mer-A60 RNA in the absence or presence of Pab1 (2:1 molar ratio to RNA). Densitometric analysis of the reaction with Pab1 shows that the protected RNA fragment is ∼50–55 adenosines. A model for Pab1-RNA binding is shown. See also Figure S4.

Experiments with Pab1 variants containing mutations in each RRM domain provided further support for this model: RRM 4 mutation resulted in a reduction of the size of the protected sequence from 28 to 22 nucleotides on the A30 RNA but had no effect on a substrate with an upstream 3′ UTR sequence (Figures 3B and S4A). The size of the footprint on the substrate with an upstream 3′ UTR was instead reduced from 22 to 16 adenosines by a mutation in RRM 3 (Figures 3B and S4B).

Two Pab1 molecules on a 60-adenosine substrate protect 50–55 adenosines (Figure 3C). This corresponds to the sequence protected by RRMs 1–3 of a Pab1 molecule that is bound proximal to the 3′ UTR (∼22 nucleotides) plus the sequence that is protected if all four RRMs bind poly(A) (∼28 nucleotides; Figure 3C). We note that the arrangement of Pab1 on RNA, with RRM 4 bound to the 3′ UTR, may not exist prior to the onset of deadenylation: both molecules of Pab1 could initially bind poly(A) with all four RRM domains, but as the tail is shortened, the UTR-proximal molecule is forced into the non-poly(A) region.

### The 3′ UTR Can Stabilize Pab1 Binding

Pab1 release from RNA is important for control of translation and RNA stability *in vivo*. Because Ccr4-Not deadenylates Pab1-bound poly(A) tails, it can release Pab1, yet it is not known how many nucleotides must be removed before this occurs. It was previously reported that the shortest poly(A) sequence that Pab1 binds with high affinity is ∼12 nucleotides (Kühn and Pieler, 1996, Sachs et al., 1987). In our experiments, the accumulation of RNA products with tail lengths of ∼8 adenosines indicated that Pab1 influences deadenylation even when the poly(A) tail is shortened to this length (Figure 1). Consistent with this, Pab1 generated a prominent 8-nt deadenylation footprint when a model mRNA with a short, 10-adenosine tail was used as a substrate (Figure S4C).

To investigate whether Pab1 binding to the poly(A) tail can be stabilized through interactions with upstream 3′ UTR sequences, we compared the affinities of Pab1 for A12 RNAs with and without a 10-nt non-poly(A) upstream sequence. Using fluorescence polarization assays, we found that Pab1 binds the 10-mer-A12 RNA with substantially higher affinity than A12 alone (*K*_D_ ∼2.0 nM and ∼27 nM, respectively; Figure 4A). Pab1 binds an A22 RNA with even higher affinity (*K*_D_ ∼0.5 nM). Hence, the interaction of Pab1 with short poly(A) RNA is stabilized by an upstream non-poly(A) sequence.

**Figure 4:**
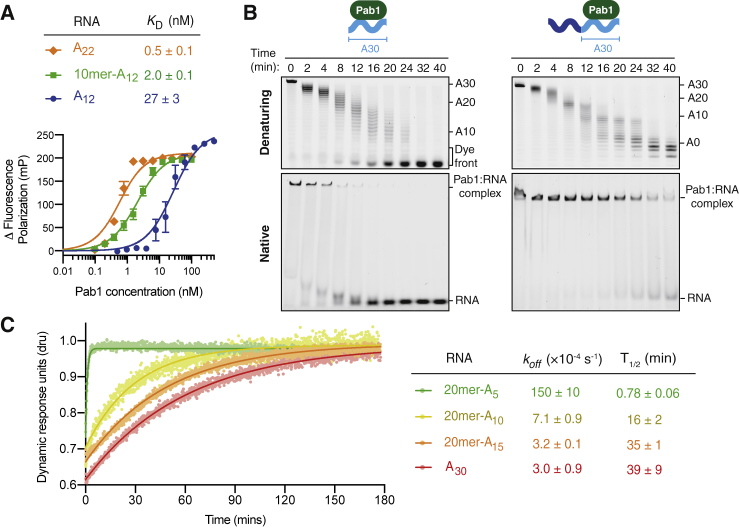
Ccr4-Not Releases Pab1 from Short Poly(A) Tails (A) Fluorescence polarization assay showing interaction of Pab1 with 5′ 6-FAM-labeled A22, 10-mer-A12, and A12 RNAs. Error bars are standard error (n = 3 for A12; n = 5 for A22 and 10-mer-A12). *K*_D_s are represented as the mean ± standard error. (B) Deadenylation of A30 and 23-mer-A30 RNAs by Ccr4-Not analyzed by both denaturing PAGE (upper gels) and native PAGE (lower gels). Samples were collected from the same reaction at the indicated time points after addition of Ccr4-Not to allow a direct comparison between RNA product sizes and Pab1 binding, respectively. Pab1-bound substrate was prepared with one Pab1 molecule per RNA. Upper right panel is reproduced from Figure 1C for comparison. (C) Representative SwitchSENSE sensograms showing the dissociation of Pab1 from the indicated RNA sequences. Rate constants and half-lives for dissociation with standard error are shown for measurements performed in triplicate. See also Figures S4–S6.

### Ccr4-Not Does Not Release Pab1 until the Poly(A) Tail Is <10 Nucleotides

To measure the dissociation of Pab1 during poly(A) removal, we stopped the magnesium-dependent deadenylation reaction at a series of time points with EDTA and separated Pab1-bound RNA from unbound RNA by native gel electrophoresis. Pab1 dissociated from RNA without an upstream 3′ UTR sequence when the tail was shortened to ∼20 adenosines (Figure 4B, left). In contrast, Pab1 remained stably associated with the UTR-containing RNA until the final ∼8 adenosines were removed (Figure 4B, right). The 3′ UTR sequence therefore affects deadenylation by anchoring Pab1 to the proximal region of the poly(A) tail, stabilizing its binding even when the poly(A) tail is less than 10 adenosines.

We sought to understand the kinetics of Pab1 dissociation using SwitchSENSE (Figure 4C). In this technique, fluorescently labeled DNA nanolevers hybridized to an RNA of interest are oscillated by an alternating electric field. The speed at which the nanolevers respond to the changing electric potential is reduced upon binding of protein (Cléry et al., 2017). By monitoring this in real time, we measured the dissociation rates of Pab1 from RNAs with a 3′ UTR and poly(A) tails of 5, 10, or 15 adenosines. The *k*_*off*_ was over an order of magnitude faster on an RNA substrate with a 5-adenosine tail compared to a 10-adenosine tail. This agrees with Pab1 binding to RNA during deadenylation assays (Figure 4B) and is consistent with Pab1 dissociating from mRNAs when the poly(A) tail is shortened to 5–10 adenosines. As a single RRM footprints ∼8 adenosines, it is likely that Pab1 release generally occurs once the poly(A) tail has been shortened beyond this length.

The overall binding affinity (*K*_D_) of Pab1 for 30-adenosine RNA was ∼0.2 nM (Figure S5). The half-life for dissociation is approximately 40 min (Figure 4C). In contrast, the Pab1-bound poly(A) tail can be removed in under 5 min in conditions of excess Ccr4-Not (Figure S6). Thus, dissociation of Pab1 from the poly(A) tail does not appear to be inherently rate limiting to deadenylation *in vitro*. Instead, the exonuclease activity of Ccr4-Not releases Pab1 by shortening the poly(A) sequence to which Pab1 binds.

### Codon Optimality Is Correlated with Pab1 Association with mRNA

Pab1 is thought to be associated with the mRNAs of all genes, but recent data suggest that Pab1 occupancy varies in a gene-dependent manner (Costello et al., 2015). For example, Pab1 is enriched on mRNAs encoding ribosomal proteins and on transcripts with high ribosome occupancy. This is particularly striking because short poly(A) tails are a general feature of highly expressed transcripts (Lima et al., 2017). Since highly expressed transcripts often have more optimal codons, we hypothesized that codon usage may correlate with Pab1 occupancy and have consequences on deadenylation.

To examine this, we analyzed data from a recently published Pab1 RNA-immunoprecipitation experiment (Costello et al., 2015). We binned mRNAs by codon optimality and asked whether there were differences in Pab1 binding per length of poly(A) tail (Subtelny et al., 2014). Strikingly, we observed that when normalized to overall mRNA poly(A) tail length, mRNAs of high codon optimality had enhanced Pab1 association compared to those of low codon optimality (Figure 5A). These data reveal a distinction in mRNP composition that is correlated with codon optimality and thus with translational elongation rate.

**Figure 5:**
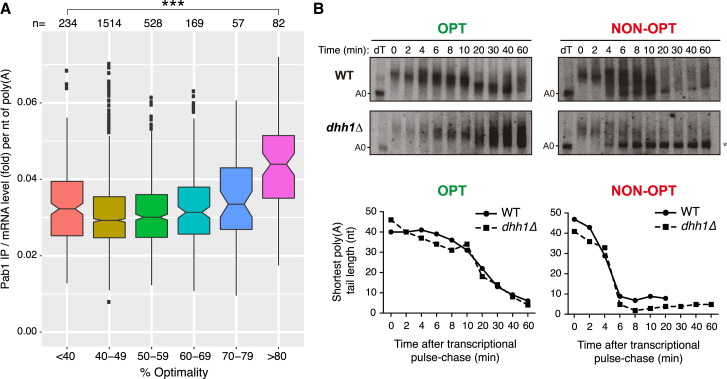
Codon Optimality Influences Pab1 Association and mRNA Deadenylation Rate (A) Plot of Pab1-bound mRNA levels relative to total mRNA levels following normalization to poly(A) tail length and binning of mRNAs according to codon optimality. Values were calculated using previously published Pab1 RNA immunoprecipitation sequencing (RIP-seq), total RNA sequencing (RNA-seq), and poly(A) tail length profiling by sequencing (PAL-seq) data. ^∗∗∗^p_adj_ < 10^−3^. (B) High-resolution polyacrylamide northern blots and plots of shortest poly(A) tail lengths of the OPT and NON-OPT mRNAs following *GAL1* transcriptional pulse-chase experiments in WT or *dhh1*Δ cells. A0 indicates the migration of a completely deadenylated mRNA species. Asterisk denotes the accumulation of deadenylated mRNA species. The lane labeled dT is the 0 time point treated with oligo dT and RNaseH to indicate the migration position of fully deadenylated mRNA. Representative gels and plots of experiments done in triplicate are shown.

### Codon Optimality Influences mRNA Deadenylation Rate

Differences in Pab1 occupancy might contribute to altered patterns of deadenylation between optimal and non-optimal transcripts. To test this, we utilized reporter constructs encoding mRNA transcripts that are identical in UTR composition and encode the exact same polypeptide but represent extremes of overall codon optimality. The OPT mRNA contains only optimal codons, while the NON-OPT mRNA bears only non-optimal codons; this distinction causes them to degrade with a 4-fold difference in half-life (Presnyak et al., 2015). Poly(A) tail lengths were visualized by northern blot after transcriptional pulse chase in *S. cerevisiae*.

In wild-type cells, the OPT mRNA was deadenylated more slowly than the NON-OPT mRNA, with oligo(A) species (<A15) observed 30 min and 6 min, respectively, after inhibition of reporter transcription (Figure 5B). Deadenylation patterns are therefore sensitive to codon optimality.

We recently showed that the decapping activator Dhh1/DDX6 is critical to coupling low codon optimality to rapid mRNA decay (Radhakrishnan et al., 2016). To test whether differences in deadenylation of OPT and NON-OPT mRNAs depend on Dhh1, we compared deadenylation of the reporter RNAs in wild-type and *dhh1*Δ cells (Figure 5B). Deadenylation profiles were similar to wild-type, indicating that Dhh1 is not required for differences in deadenylation. The loss of Dhh1 function does, however, result in the accumulation of deadenylated mRNA that is likely stable because it does not undergo efficient decapping (Figure 5B, asterisk) (Coller and Parker, 2005). These results show that codon optimality impacts deadenylation upstream and independent of Dhh1.

### Codon Optimality Differentiates the Roles of Ccr4 and Caf1 in Deadenylation

Given that Pab1 occupancy is correlated with codon optimality and that Pab1 differentiates the two nucleases of Ccr4-Not, we analyzed the roles of Ccr4 and Caf1 in deadenylation of the reporter constructs with optimal and non-optimal codons after transcriptional shut-off *in vivo*. Deletion of *CCR4* stabilized both OPT and NON-OPT mRNAs (2.7-fold and 5.2-fold relative to WT, respectively; Figure 6A). This indicates that Ccr4 acts as a general deadenylase whose function in mRNA decay is independent of the influence of codon optimality. This is consistent with our finding that Ccr4 can remove poly(A) tails independent of whether Pab1 is bound.

**Figure 6:**
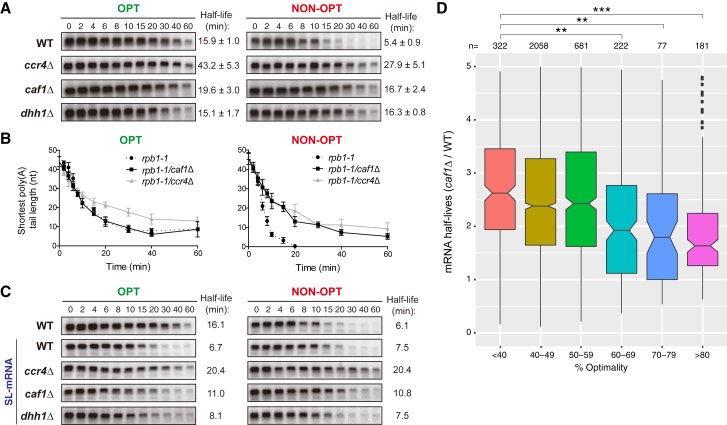
Caf1 Destabilizes mRNAs with Low Codon Optimality by Accelerating Deadenylation Rate (A) Northern blots of the OPT and NON-OPT reporters following *GAL1* transcriptional shut-off experiments in WT, *ccr4*Δ, *caf1*Δ, and *dhh1*Δ yeast. mRNA half-lives are represented as mean ± standard deviation for experiments performed with four (*dhh1*Δ, *ccr4*Δ) or five (WT, *caf1*Δ) replicates. (B) Plots showing the deadenylation rate of the OPT and NON-OPT reporters in *rpb1-1*, *rpb1-1/ccr4*Δ, or *rpb1-1/caf1*Δ yeast determined from transcriptional pulse-chase experiments (see Figure S7). Data points are represented as mean ± standard deviations for experiments performed in triplicate. (C) Northern blots of OPT and NON-OPT reporters in WT yeast and OPT and NON-OPT reporters containing a stem loop (SL) in the 5′ UTR (SL-mRNA) in WT, *ccr4*Δ, *caf1*Δ, or *dhh1*Δ yeast after *GAL1* transcriptional shut-off experiments. (D) Plot of *S. cerevisiae* mRNA half-lives in *caf1*Δ cells relative to WT cells binned according to codon optimality. ^∗∗^: 10^−2^ > p_adj_ > 10^−3^; ^∗∗∗^p_adj_ < 10^−3^. See also Figure S7 and Table S1.

In contrast, deletion of *CAF1* increased the stability of NON-OPT mRNA (3.1-fold relative to WT) but did not substantially affect the stability of OPT mRNA (Figure 6A). Similar selectivity of Caf1, but not Ccr4, for non-optimal mRNAs was observed using a distinct set of reporters varying in codon optimality (Figures S7A–S7C). These data indicate that Caf1 preferentially destabilizes non-optimal mRNAs. We propose that Pab1 enrichment on highly optimal mRNAs prevents Caf1 from contributing to their deadenylation, while lower levels of Pab1 on low-optimality mRNAs permits Caf1 function.

To determine whether Caf1-dependent decay of non-optimal mRNAs was due to more rapid deadenylation, we analyzed poly(A) tail lengths in pulse-chase experiments. The rapid deadenylation of NON-OPT mRNA in wild-type cells was abolished by deletion of *CAF1* (Figures 6B and S7D; Table S1). Importantly, the NON-OPT mRNA was deadenylated at a similar rate as the OPT mRNA in cells lacking *CAF1*. Therefore, Caf1 plays an important role in discriminating between optimal and non-optimal mRNAs by selectively accelerating deadenylation of non-optimal mRNAs.

Deletion of *CCR4* resulted in an ∼3.3- or 4.7-fold decrease of the deadenylation rate for both OPT and NON-OPT mRNAs, respectively (Figure 6B; Table S1). This is consistent with its ability to remove all poly(A) tails independent of the presence of Pab1.

### Caf1 Regulates mRNA Decay in a Translation-Dependent Manner

Preferential destabilization of non-optimal mRNAs by Caf1 is reminiscent of Dhh1 activity (Figure 6A). Since Dhh1 communicates translational elongation rate to mRNA decapping, its decay function requires mRNA translation (Coller and Parker, 2005). To test whether the role of Caf1 in mRNA decay is also translation dependent, we introduced a stem-loop (SL) secondary structure into the 5′ UTR of reporter mRNAs (SL-OPT and SL-NON-OPT mRNAs) to inhibit translation. The SL structure has been shown to limit 48S ribosome scanning and reduce protein production to less than 10% (Beelman and Parker, 1994, Sweet et al., 2012).

When translation of reporter mRNAs was blocked by the SL structure in WT cells, a difference in the half-lives of OPT and NON-OPT mRNAs was no longer observed (Figure 6C). This is consistent with our previous finding that translation is central to differential mRNA stability (Presnyak et al., 2015).

We next performed transcriptional shut-off experiments on SL-containing OPT and NON-OPT mRNAs in cells lacking Caf1, Ccr4, or Dhh1. The SL-NON-OPT mRNA was not substantially stabilized in *caf1*Δ or *dhh1*Δ cells (Figure 6C). Furthermore, the half-lives of SL-OPT and SL-NON-OPT mRNAs are indistinguishable in these strains. In contrast, both SL-OPT and SL-NON-OPT mRNAs were stabilized in *ccr4*Δ cells (Figure 6C). This indicates that translation is not required for Ccr4 function. These results show that, like Dhh1, Caf1 discriminates between mRNAs of different codon optimality and regulates mRNA degradation in a translation-dependent manner, but Ccr4 is a general deadenylase affecting degradation of all mRNAs.

### Loss of *CAF1* Broadly Stabilizes mRNAs of Low Codon Optimality

To determine whether Caf1 has a broad influence on the decay of mRNAs as a function of codon optimality, we conducted a genomic transcriptional shut-off experiment using a temperature-sensitive allele of RNA polymerase II (Pol II). 

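The rpb1-1/caf1Δ strain, in which the gene for Caf1 is replaced by HIS3 and RNA polymerase II carries a temperature-sensitive largest subunit, was sampled at 10 time points, 0, 3, 6, 8, 10, 15, 20, 30, 45 and 60 min after the shift to the non-permissive temperature, with 1 library per time point. There are no replicates among these libraries, so no value at a single time point has a replicate error. The rpb1-1 libraries were not analysed here. The authors aligned the reads with Bowtie to SacCer2 and deposited FPKM values, fragment numbers scaled to transcript length and to the mapped fragments of the library, which Cufflinks gave for 6717 yeast genes and 92 ERCC spike-in RNAs. Read numbers are not among these values, but low FPKM values fall on steps that mark whole fragments. From these steps the number of fragments behind each library was estimated as 3978055 at 0 min, 3984471 at 3 min, 2862452 at 6 min, 3775613 at 8 min and 3402851 at 10 min. It was 2295724 at 15 min, 3598952 at 20 min, 3912393 at 30 min, 4998742 at 45 min and 4462495 at 60 min. Each FPKM value was divided by the spike-in factor of its library. The library labels were checked with the 2 genes of the deletion. CAF1, listed as POP2 (YNR052C, chromosome XIV, 719346 to 720647 in the R64 reference, 1 exon), had a spike-in-scaled FPKM of 0.887 at 0 min, 0.846 at 3 min and 0 at 60 min, with an estimated 16.0 fragments over all libraries. CCR4 (YAL021C, chromosome I, 110846 to 113359) had an FPKM of 56.9 at 0 min. HIS3 (YOR202W, chromosome XV, 721946 to 722608) is listed at 0 in every library, although the strain carries HIS3 at the CAF1 locus, and a listed 0 can be a failed estimate.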

Following heat inactivation of Pol II in *rpb1-1* and *rpb1-1/caf1*Δ strains, cells were harvested at various time points, and then global mRNA decay analysis was performed by RNA sequencing (RNA-seq) on libraries from each time point. We have used this approach successfully in the past and have shown that our data correlate well with mRNA half-lives achieved by other methods, such as metabolic labeling approaches (Presnyak et al., 2015).

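In the rpb1-1/caf1Δ libraries, each mRNA level was divided by its level at 0 min and fitted to an exponential decay with the decay rate as the only parameter. Of 5439 named protein-coding genes in the RefSeq annotation, 154 were at FPKM 0 at 0 min and 5285 were fitted. Half-lives for 2801 mRNAs passed the filters of the paper's methods, an average absolute residual of at most 0.14 and a half-life no longer than the 60 min time course. The residual was above the limit for 1854 mRNAs, 700 had a fitted half-life above 60 min and 436 did not decay, with some mRNAs in more than one of these groups. The median half-life was 15.8 min, with quartiles of 9.22 and 27.3 min. The median standard error of a half-life was 35.8% of its value. With each time point after 0 min left out in turn, between 2703 and 3246 mRNAs passed and the median half-life stayed between 14.0 and 17.6 min. The choice of decay model moved the median most. A straight line through the natural logarithm of the level gave 34.4 min, and a decay to a plateau, chosen after seeing the data, gave 4.59 min. The estimated number of fragments per mRNA that passed had a median of 191 at 0 min and 72.7 at 60 min. CCR4 mRNA had a half-life of 19.9 min (standard error 8.33 min), which ranged from 16.9 to 23.5 min with each time point left out. It was 32.8 min with a free starting level and 50.8 min with each library scaled to the same total FPKM. The deleted CAF1, with 4.01 estimated fragments at 0 min, also passed the filters, so passing does not by itself show a measured mRNA. PGK1 mRNA, with a spike-in-scaled FPKM between 3920 and 5175 in all libraries, showed no decay and has no half-life. Among mRNAs with an FPKM of at least 10 at 0 min and a half-life that moved by less than 1.5 times when any time point was left out, the longest were those of MDR1, BCH1 and ATG21, at 59.996, 59.6 and 59.6 min, next to the limit of 60 min. The shortest were those of VMA9, NCE101 and OST4, whose coding sequences of 222, 162 and 111 bases are too short for a dependable FPKM. The fits of VMA9 and NCE101 stopped at 0.139 min, the shortest half-life that the search allowed, and are not measurements.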

Using this approach, we obtained reproducible half-lives for 3,535 mRNAs in budding yeast. Binning mRNAs by codon optimality demonstrated that loss of *CAF1* generally stabilizes mRNAs of low codon optimality (Figure 6D). 

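The half-lives in rpb1-1/caf1Δ were binned by codon content. The relative half-lives of Figure 6D also need the rpb1-1 libraries, which were not analysed here, so these values describe rpb1-1/caf1Δ alone and give no measure of stabilization. As a stand-in for the codon definitions that the paper cites, codons were classed by the OPT and NON-OPT reporter sequences of Table S2, which cover 9 amino acids, and each mRNA was given its share of OPT codons among both classes. The median half-life was 11.6 min for 88 mRNAs with a share under 40%, 12.4 min for 753 mRNAs from 40 to 49%, 14.2 min for 1053 mRNAs from 50 to 59%, 19.2 min for 460 mRNAs from 60 to 69%, 22.5 min for 207 mRNAs from 70 to 79% and 23.8 min for 240 mRNAs of 80% and over. With each time point left out in turn, the median of the lowest bin stayed between 10.4 and 12.8 min and that of the highest bin between 21.9 and 26.7 min. Across the 2801 mRNAs, which are not independent replicates, Spearman's rho of half-life with OPT share was 0.278, between 0.236 and 0.336 with each time point left out. The sign depended on the decay model, since a straight line through the logarithm of the level gave a rho of -0.160. Half-life was also related to mRNA level, with a rho of 0.540 across genes against the mean FPKM. Among 10000 random lists of the same size matched on mean FPKM, the lowest bin's median half-life lay at percentile 16.4 and the highest bin's at percentile 12.1. The lists were drawn from all 2801 mRNAs, the bin's own among them, which pulls the lists towards the bin. A percentile within the range therefore does not show that a bin is like other mRNAs of similar level. The bin from 40 to 49% lay at percentile 99.4 and the other bins between percentiles 16.3 and 33.3. The mean FPKM includes the decay itself. With lists matched on FPKM at 0 min, chosen after seeing the data, the lowest bin lay at percentile 3.93 and the highest at percentile 88. The bin from 40 to 49% then lay at percentile 21.8, so its place depended on the matching. The bins from 50 to 59%, 60 to 69% and 70 to 79% lay at percentiles 11.8, 92.6 and 84.95. Among these mRNAs, which were kept by filters that depend on the decay itself, the median level of the lowest bin was 47.6% of the 0 min level at 8 min and 18.9% at 60 min, against 73.2% and 18.4% for the highest bin. Over all mRNAs with an FPKM of at least 10 at 0 min, without the half-life and residual filters, it was 48.0% at 8 min and 30.985% at 60 min for 168 mRNAs of the lowest bin, against 76.7% and 25.6% for 335 mRNAs of the highest bin. The bins between did not lie between these values at 60 min. Without the filters the level was 35.4% from 40 to 49%, 35.5% from 50 to 59%, 39.7% from 60 to 69% and 40.2% from 70 to 79%, so it rose with OPT share over the first 5 bins and was lower only at 80% and over. With the filters these 4 bins were at 24.2%, 25.4%, 27.9% and 30.2%. From the half-lives in caf1Δ relative to those in wild-type cells, the paper concludes that loss of Caf1 in general stabilizes mRNAs of low codon optimality.

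**Figure D1:**
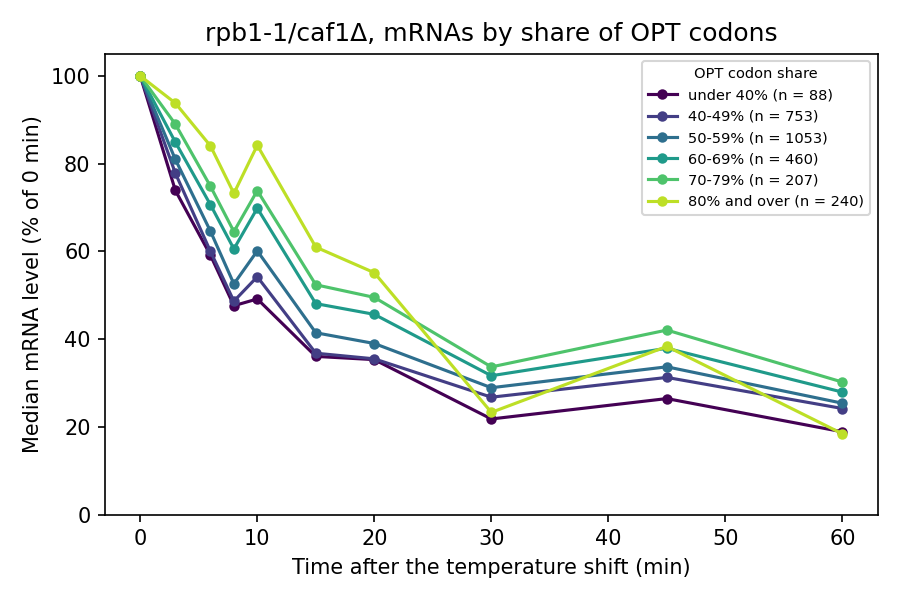
Median mRNA level in percent of the 0 min level (vertical axis) against time after the temperature shift in min (horizontal axis) in rpb1-1/caf1Δ, for the mRNAs that passed the half-life filters in 6 bins of OPT codon share, with 1 library per time point and no error bars. At 8 min the lowest bin is at 47.6% and the highest at 73.2%, and at 60 min they are at 18.9% and 18.4%, where without the filters they are at 30.985% and 25.6%.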

Taken together, our data suggest that deadenylation rate is enhanced on mRNAs of low codon optimality via the concerted efforts of Ccr4 and Caf1, while high-optimality transcripts are subject to only Ccr4-mediated deadenylation.

## Discussion

Deadenylation is a widespread process that regulates the translation and stability of eukaryotic mRNAs. While involvement of the Ccr4-Not complex and Pab1/PABPC1 in this process is well established, the way in which they directly affect each other and are influenced by other cellular signals has remained elusive. Here, we provide mechanistic insight into this process, showing that Pab1 does not block Ccr4-Not nuclease activity and that Pab1 can be efficiently released from RNAs by Ccr4, but not Caf1 (Figure 7A). The two nucleases are differentially active on low and high codon optimality transcripts. We propose that this is a result of differential Pab1 occupancy.

**Figure 7:**
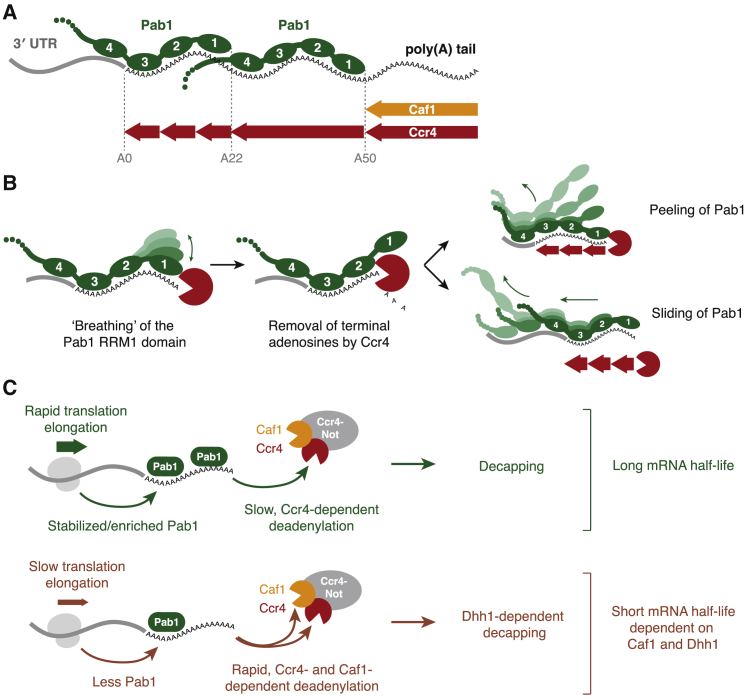
Models for Pab1 Release by Ccr4 and Coupling of Translation and Deadenylation Rates by Caf1 (A) Proposed model for the organization of Pab1 on the poly(A) tail with RRMs depicted linearly. The Pab1 molecule proximal to the 3′ UTR binds ∼22 adenosines through RRMs 1−3, and distal Pab1 molecules bind ∼28 adenosines with RRMs 1–4. Naked poly(A) not bound by Pab1 can be removed by either Caf1 or Ccr4, while RNA within the binding site of Pab1 can only be accessed by Ccr4. Pab1 self-association and interaction with other proteins may lead to higher-order structures on RNA. (B) The modular architecture of Pab1 permits deadenylation to occur before it completely dissociates from the poly(A) tail. (C) Translation elongation rate may contribute to Pab1 occupancy to affect deadenylation rate. Ccr4 is required for deadenylation of all mRNAs, but the requirement for Caf1 is specific to mRNAs with low codon optimality or reduced Pab1 occupancy.

### A Model for mRNA Deadenylation

Previous data suggested that Pan2-Pan3 may initiate deadenylation in cells whereas Ccr4-Not more efficiently removes shorter poly(A) tails (Tucker et al., 2001, Yamashita et al., 2005). This is consistent with a model of deadenylation in which these complexes act sequentially. It was proposed that the mechanistic basis for these two phases of deadenylation is binding of Pab1 to the poly(A) tail: Pan2-Pan3 is stimulated by Pab1 and would therefore remove the distal portion of the (Pab1-bound) poly(A) tail, while subsequent shortening of the proximal poly(A) tail by Ccr4-Not would only occur once Pab1 had been displaced (Tucker et al., 2001, Yamashita et al., 2005). Our data showing that Pab1 can be efficiently released *in vitro* by the exonuclease activity of Ccr4-Not suggest that Pab1 binding alone does not provide a mechanistic explanation for sequential deadenylation. In fact, deadenylation of Pab1-bound A60 RNAs by Ccr4-Not is faster than deadenylation on RNAs without Pab1.

*In vivo*, Ccr4 compensates for deletion of Pan2 (Tucker et al., 2001). In contrast, deadenylation does not proceed beyond ∼22 adenosines in the absence of Ccr4 (Figure 2B). This corresponds in size to the footprint of one Pab1 and suggests that Ccr4-Not, but not Pan2-Pan3, is able to efficiently release the final molecule of Pab1 from the poly(A) tail *in vivo*. Thus, our data are consistent with a model in which either complex can initiate deadenylation but only Ccr4-Not can remove the proximal part of the poly(A) tail.

Release of the final Pab1 precedes mRNA decapping and decay and is likely a critical point of regulation. Recent data suggest that highly expressed eukaryotic mRNAs often have short poly(A) tails (20–30 adenosines) (Lima et al., 2017). Furthermore, translation efficiency in somatic cells decreases only when the poly(A) tail is shortened to less than 30 adenosines (Park et al., 2016, Subtelny et al., 2014). Combined, these data suggest that only one Pab1/PABPC1 molecule is required for efficient translation and high stability of mRNAs. We show here that the UTR-proximal Pab1 molecule binds RNA in a different manner to Pab1 on distal parts of the poly(A) tail: RRM 4 is not specific for poly(A), allowing the molecule to bridge the 3′ UTR:poly(A) tail junction. It is likely that Ccr4-Not plays a crucial role in releasing this final, 3′ UTR-proximal Pab1 molecule.

### Mechanism of Pab1 Release

Deadenylation by Ccr4-Not proceeds in a stepwise pattern, likely because RRMs 1, 2, and 3 of Pab1 each protect ∼8 adenosines, and Ccr4-Not stalls when it encounters each RRM. If the terminal (3′) RRM disengages from the RNA (due to “breathing”), Ccr4-Not can remove terminal ribonucleotides, preventing the RRM from rebinding and resulting in tail shortening until another RRM is encountered (Figure 7B). This process is unidirectional, because once the tail is shortened, the RRM is unable to rebind. Each subsequent RRM is removed in the same manner. This could result in “peeling” of Pab1 off the RNA, one RRM at a time. Alternatively, Pab1 could slide or ratchet along the RNA: the 5′ proximal Pab1 molecule would move further into the 3′ UTR, allowing RRMs 1 and 2 to retain their high-affinity interactions with poly(A) RNA. The final Pab1 will be released once the tail is shorter than 8 nucleotides and no RRMs contact poly(A).

Each RRM domain of Pab1 binds RNA with low affinity (Burd et al., 1991, Kühn and Pieler, 1996, Nietfeld et al., 1990), but avidity effects increase overall affinity. Thus, the modular architecture of Pab1 allows shortening of the poly(A) tail without Pab1 completely dissociating from the mRNA. These are important properties for a protein that must remain stably bound to mRNA to promote translation and prevent decapping but that can also be rapidly released to promote translation repression and mRNA decay in response to cellular signals.

### The Pab1-Bound Poly(A) Tail Is Shortened by Ccr4, but Not Caf1

Although both Ccr4 and Caf1 are poly(A)-selective exonucleases, Pab1 differentiates their activities, and only Ccr4 is active on RNA bound by Pab1 (Figure 7A). Ccr4 is thought to be the major deadenylase in *S. cerevisiae* (Thore et al., 2003, Tucker et al., 2001, Tucker et al., 2002, Balagopal et al., 2017). Based on our findings, this is likely due to the requirement for Ccr4 on Pab1-bound poly(A) tails.

Pab1 stimulates Ccr4 both in the Ccr4-Not complex and as an isolated protein, at least, in part, through direct contact with the EEP nuclease domain. Other mRNA-binding proteins interact with specific sequences in the 3′ UTR, and these are required for efficient deadenylation of specific transcripts. Compared to these other mRNA-binding proteins that recruit Ccr4-Not, the interaction between Pab1 and Ccr4-Not is likely lower affinity. By binding Pab1, Ccr4-Not may be able to efficiently locate the 3′ terminus of the mRNA to permit exonucleolytic activity.

### Ccr4-Not and Pab1 Couple Translation with mRNA Decay

Our analysis reveals that the abundance or stability of Pab1 on the poly(A) tail correlates with the translation elongation rate set by codon optimality. Furthermore, Pab1 and the nucleases of Ccr4-Not provide a mechanistic link between the processes of mRNA decay and translation. Ccr4 shortens poly(A) independent of the presence of Pab1 and is a general deadenylase acting on all mRNAs. In contrast, Caf1 only shortens poly(A) that is not bound by Pab1 and is selective for non-optimal transcripts that are associated with lower Pab1 occupancy (Figure 7C). We previously reported that the decapping activator Dhh1/DDX6 is required for sensing and rapidly degrading mRNAs with low codon optimality. We show here that Caf1 is similarly essential to this process, acting upstream of Dhh1.

A critical and unresolved question is how translational elongation rates influence the overall mRNP architecture, including Pab1 binding, and how this makes transcripts differentially susceptible to deadenylases and Dhh1. There is a long-standing appreciation that translation rates and mRNA decay rates are tightly coupled. Our work provides a mechanistic understanding of the emerging concept that the mRNA degradation machinery is highly orchestrated to monitor the translatability of mRNAs.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Bacterial and Virus Strains**		

*E. coli* BL21 star (DE3)	Thermo Fisher Scientific	C601003
*E. coli* DH5α (DE3)	Thermo Fisher Scientific	18258012

**Chemicals, Peptides, and Recombinant Proteins**		

Insect-XPRESS protein-free insect cell medium with L-glutamine	Lonza	12-730Q
Protease Inhibitor Cocktail	Sigma-Aldrich	11836170001
Desthiobiotin	IBA	2-1000-001
Imidazole	Sigma-Aldrich	I5513
Formamide	Sigma-Aldrich	11814320001
TEMED	Sigma-Aldrich	T9281
Ammonium persulfate (APS)	Sigma-Aldrich	A3678
SYBR Safe DNA Gel Stain	Thermo Fisher Scientific	S33102
SYBR Green II RNA Gel Stain	Thermo Fisher Scientific	S7586
Ni-NTA Agarose	QIAGEN	30210
Glutathione Sepharose 4B	GE Healthcare	17075601
Amicon Ultra Centrifugal Filter Units	Millipore	UFC901096
TWEEN 20	Sigma-Aldrich	P9416
*S. pombe* Ccr4-Not (WT) protein	Stowell et al., 2016	N/A
*S. pombe* Ccr4-Not (Ccr4 E387A) protein	Stowell et al., 2016	N/A
*S. pombe* Ccr4-Not (Caf1 D53A) protein	Stowell et al., 2016	N/A
*S. pombe* Ccr4-Caf1 (WT) protein	This paper	N/A
*S. pombe* Ccr4-Caf1 (Ccr4 E387A) protein	This paper	N/A
*S. pombe* Ccr4-Caf1 (Caf1 D53A) protein	This paper	N/A
*S. pombe* Ccr4 (EEP domain) protein	This paper	N/A
*S. pombe* Caf1 protein	This paper	N/A
*S. pombe* Pab1 protein	This paper	N/A
*S. pombe* Pab1ΔC protein	This paper	N/A
*S. pombe* Pab1ΔPC protein	This paper	N/A
*S. pombe* Pab1 (Y83A) protein	This paper	N/A
*S. pombe* Pab1 (F171A) protein	This paper	N/A
*S. pombe* Pab1 (Y264A) protein	This paper	N/A
*S. pombe* Pab1 (F367A) protein	This paper	N/A

**Critical Commercial Assays**		

Quikchange Lightning Multi Site-Directed Mutagenesis Kit	Agilent Technologies	210513
In-Fusion HD Cloning Kit	Takara Bio	121416
Phusion High-Fidelity DNA Polymerase	New England BioLabs	M0530S

**Deposited Data**		

Sequencing data for mRNA half-life analysis	This paper	GEO: GSE114560
Pab1 RIP-Seq	Costello et al., 2015	13059_2014_559_MOESM2_ESM.xlsx
Poly(A) tail lengths	Subtelny et al., 2014	GSE52809_Cerevisiae_total.txt

**Experimental Models: Organisms/Strains**		

yJC244	Nonet et al., 1987	MATa, *ura3-52*, *his3-200, leu2-3.112*, *rpb1-1*
yJC1257	This study	MATa, *ura3-52*, *his3-200*, *leu2-3.112*, *rpb1-1*, *caf1::HIS3*
yJC1347	This study	MATa, *ura3-52*, *his3-200*, *leu2-3.112*, *rpb1-1*, *ccr4::NEO*
yJC1892	Presnyak et al., 2015	MATa, ura3, leu2, his3, met15 [pGAL-OPT-pG, URA3]
yJC1893	Presnyak et al., 2015	MATa, ura3, leu2, his3, met15 [pGAL-NON-OPT-pG, URA3]
yJC1961	Presnyak et al., 2015	MATa, ura3, his3, leu2, met15, ccr4:NEO [pGAL-OPT-pG, URA3]
yJC1962	Presnyak et al., 2015	MATa, ura3, leu2, his3, met15, ccr4::NEO [pGAL-NON-OPT-pG, URA3]
yJC1990	This study	MATa, ura3, leu2, his3, met15, dhh1::NEO [pGAL-OPT-pG, URA3]
yJC1991	This study	MATa, ura3, leu2, his3, met15, dhh1::NEO [pGAL-NON-OPT-pG, URA3]
yJC2318	This study	MATa, ura3-52, his3-200, leu2-3.112, rpb1-1, ccr4::NEO [pGAL-OPT-pG, URA3]
yJC2319	This study	MATa, ura3-52, his3-200, leu2-3.112, rpb1-1, ccr4::NEO [pGAL-NON-OPT-pG, URA3]
yJC2320	This study	MATa, ura3-52, his3-200, leu2-3.112, rpb1-1 [pGAL-OPT-pG, URA3]
yJC2321	This study	MATa, ura3-52, his3-200, leu2-3.112, rpb1-1 [pGAL-NON-OPT-pG, URA3]
yJC2324	This study	MATa, ura3-52, his3-200, leu2-3.112, rpb1-1, caf1::HIS3 [pGAL-OPT-pG, URA3]
yJC2325	This study	MATa, ura3-52, his3-200, leu2-3.112, rpb1-1, caf1::HIS3 [pGAL-NON-OPT-pG, URA3]
yJC2364	This study	MATa, ura3, his3, leu2, met15, caf1::NEO [pGAL-OPT-pG, URA3]
yJC2365	This study	MATa, ura3, his3, leu2, met15, caf1::NEO [pGAL-NON-OPT-pG, URA3]
yJC2499	Radhakrishnan et al., 2016	MATa, ura3, leu2, his3, met15 [pGAL-optimal FLAG-0% HIS, URA3]
yJC2504	Radhakrishnan et al., 2016	MATa, ura3, leu2, his3, met15 [pGAL-optimal FLAG-50% HIS, URA3]
yJC2509	Radhakrishnan et al., 2016	MATa, ura3, leu2, his3, met15 [pGAL-optimal FLAG-100% HIS, URA3]
yJC2591	This study	MATa, ura3, leu2, his3, met15 [pGAL-SL-OPT-pG, URA3]
yJC2592	This study	MATa, ura3, leu2, his3, met15 [pGAL-SL-NON-OPT-pG, URA3]
yJC2658	This study	MATa, ura3, his3, leu2, met15, ccr4::NEO [pGAL-SL-OPT-pG, URA3]
yJC2659	This study	MATa, ura3, his3, leu2, met15, ccr4::NEO [pGAL-SL-NON-OPT-pG, URA3]
yJC2660	This study	MATa, ura3, his3, leu2, met15, caf1::NEO [pGAL-SL-OPT-pG, URA3]
yJC2661	This study	MATa, ura3, his3, leu2, met15, caf1::NEO [pGAL-SL-NON-OPT-pG, URA3]
yJC2666	This study	MATa, ura3, leu2, his3, met15, dhh1::NEO [pGAL-SL-OPT-pG, URA3]
yJC2667	This study	MATa, ura3, leu2, his3, met15, dhh1::NEO [pGAL-SL-NON-OPT-pG, URA3]
yJC2709	This study	MATa, ura3, his3, leu2, met15, caf1::NEO [pGAL-optimal FLAG-0% HIS, URA3]
yJC2710	This study	MATa, ura3, his3, leu2, met15, caf1::NEO [pGAL-optimal FLAG-50% HIS, URA3]
yJC2711	This study	MATa, ura3, his3, leu2, met15, caf1::NEO [pGAL-optimal FLAG-100% HIS, URA3]
yJC2724	This study	MATa, ura3, his3, leu2, met15, ccr4::NEO [pGAL-optimal FLAG-0% HIS, URA3]
yJC2725	This study	MATa, ura3, his3, leu2, met15, ccr4::NEO [pGAL-optimal FLAG-50% HIS, URA3]
yJC2726	This study	MATa, ura3, his3, leu2, met15, ccr4::NEO [pGAL-optimal FLAG-100% HIS, URA3]

**Oligonucleotides**		

DNA and RNA sequences	This paper	See Table S2

**Recombinant DNA**		

pJC134	This study	PGK1pG with stem loop at 5′ UTR (under control of GAL1 UAS)
pJC672	Presnyak et al., 2015	PGK1pG reporter with OPT ORF (under control of GAL1 UAS)
pJC673	Presnyak et al., 2015	PGK1pG reporter with NON-OPT ORF (under control of GAL1 UAS)
pJC857	Radhakrishnan et al., 2016	0% optimal HIS3 with N-terminal FLAG tag (GAL1 promoter)
pJC862	Radhakrishnan et al., 2016	50% optimal HIS3 with N-terminal FLAG tag (GAL1 promoter)
pJC867	Radhakrishnan et al., 2016	100% optimal HIS3 with N-terminal FLAG tag (GAL1 promoter)
pJC929	This study	pJC134 with SpeI before start codon and XhoI sites after stop codon of PGK1 ORF
pJC930	This study	PGK1pG reporter with stem loop at 5′ of OPT ORF (under control of GAL1 UAS)
pJC931	This study	PGK1pG reporter with stem loop at 5′ of NON-OPT ORF (under control of GAL1 UAS)
LP_P24-1	Stowell et al., 2016	MultiBac expression vector for *S. pombe* Ccr4-Not
LP_P24-2	Stowell et al., 2016	MultiBac expression vector for *S. pombe* Ccr4-Not (Ccr4 E387A)
LP_P24-3	Stowell et al., 2016	MultiBac expression vector for *S. pombe* Ccr4-Not (Caf1 D53A)
LP_P24-4	Stowell et al., 2016	MultiBac expression vector for *S. pombe* Ccr4-Not (Ccr4 E387A, Caf1 D53A)
LP_P22-9	This study	pGEX6P-2 expression vector for *S. pombe* Ccr4(EEP) (res 331-621)
LP_P24-5	This study	pET28a expression vector for *S. pombe* Caf1(FL) (res 1-335)
LP_P22-10	This study	pGEX6P-2 expression vector for *S. pombe* Pab1(FL) (res1-653)
LP_P22-11	This study	pGEX6P-2 expression vector for *S. pombe* Pab1 (res80-653)
LP_P22-12	This study	pGEX6P-2 expression vector for *S. pombe* Pab1ΔC (res80-576)
LP_P22-13	This study	pGEX6P-2 expression vector for *S. pombe* Pab1ΔPC (res80-441)
LP_P22-14	This study	pGEX6P-2 expression vector for *S. pombe* Pab1(RRM1mut) (res80-653; Y83A)
LP_P22-15	This study	pGEX6P-2 expression vector for *S. pombe* Pab1(RRM2mut) (res80-653; F171A)
LP_P22-16	This study	pGEX6P-2 expression vector for *S. pombe* Pab1(RRM3mut) (res80-653; Y264A)
LP_P22-17	This study	pGEX6P-2 expression vector for *S. pombe* Pab1(RRM4mut) (res80-653; F367A)

**Software and Algorithms**		

ImageJ	NIH	https://imagej.nih.gov/ij/
GraphPad Prism 6	GraphPad	https://www.graphpad.com/scientific-software/prism/
switchANALYSIS	Dynamic Biosensors	https://www.dynamic-biosensors.com/software/
ImageQuant	GE Healthcare	TL 5.2
Bowtie	Langmead et al., 2009	http://bowtie-bio.sourceforge.net
Samtools	Li et al., 2009	http://samtools.sourceforge.net/
Cufflinks	Trapnell et al., 2010	http://cole-trapnell-lab.github.io/cufflinks/cuffdiff/
R v.3.3.2	The R Foundation for Statistical Computing	https://www.r-project.org/
RStudio Desktop v.1.1.383	RStudio	https://www.rstudio.com/products/rstudio/

### Contact for Reagent and Resource Sharing

Further information and requests for resources should be directed to and will be fulfilled by the Lead Contact, Lori Passmore ().

### Experimental Model and Subject Details

Recombinant proteins Pab1, Ccr4 and Caf1 were expressed in *Escherichia coli* BL21 Star (DE3) cells grown in 2 × TY media. Recombinant Ccr4-Not and Caf1-Ccr4 were expressed in the *Spodoptera frugiperda Sf9* cell line. *Saccharomyces cerevisiae* strains used in this study are listed in the Key Resources Table. All yeast strains were grown at 24°C in synthetic media supplemented with the appropriate amino acids and either 2% glucose, 2% raffinose/1% sucrose or 2% galactose/1% sucrose. Yeast was harvested at mid-log phase (OD_600nm_ = 0.36–0.55).

### Method Details

#### Protein Purification

Intact Ccr4-Not complex was purified after overexpression of the seven core subunits of the *Schizosaccharomyces pombe* complex (Ccr4, Caf1, Not1, Not2, Not3, Not4/Mot2 and Rcd1/Caf40) in *Sf*9 cells (Stowell et al., 2016).

The Caf1-Ccr4 heterodimeric complex was prepared from the *Sf*9 lysate used for Ccr4-Not expression as these subunits were expressed in molar excess and were captured using the Strep II tag on the Caf1 subunit. This sample was separated from Ccr4-Not with a 5 mL HiTrap Q HP column (GE Healthcare) equilibrated in buffer A (20 mM HEPES pH 7.4, 50 mM NaCl, 0.1 mM TCEP) eluted over a 10-column volume gradient into buffer A with 1 M NaCl. The pooled eluate was applied to a Superdex 200 10/300 GL size-exclusion column (GE Healthcare) equilibrated in buffer A. Peak fractions were concentrated with an Amicon Ultra 50 kDa MWCO centrifugal concentrator (Millipore) and stored at −80°C.

For preparation of isolated nucleases, DNA encoding *S. pombe CAF1* and *CCR4* were synthesized with codon optimization (Genscript). Full-length *CAF1* was cloned into a modified pET28a plasmid for expression as an N-terminal hexahistidine fusion in BL21 Star (DE3) *E. coli* (Thermo Fisher Scientific). The sequence encoding the Ccr4 EEP domain (amino acids 331–621) was amplified using primers Ccr4_Nuc_Fwd and Ccr4_Nuc_Rev (Table S2). This was cloned into pGEX-6P-2 plasmid using an In-Fusion HD Cloning Kit (Clontech) for overexpression as an N-terminal GST-fusion in *E. coli* BL21 Star (DE3) cells. Transformed cells were grown at 37°C to an A_600 nm_ of 0.6 before the temperature was reduced to 18°C and protein expression induced by the addition of IPTG to 1 mM (Caf1) or 0.5 mM (Ccr4 EEP). Growth was continued for 18 hr before cells were harvested by centrifugation and flash frozen for storage at −80°C.

Caf1-expressing cells were defrosted and lysed by sonication in lysis buffer (50 mM HEPES pH 8, 500 mM NaCl, 2 mM MgCl_2_, 1 mM TCEP) supplemented with protease inhibitor cocktail (Roche). Caf1 was purified from the lysate with Ni-NTA affinity resin (QIAGEN). The resin was washed with lysis buffer supplemented with 20 mM imidazole, and the protein eluted in buffer B (20 mM HEPES pH 8, 300 mM NaCl, 2 mM MgCl_2_, 0.5 mM TCEP and 250 mM imidazole). The hexahistidine tag was cleaved by treatment with 3C protease. The sample was diluted to 150 mM NaCl before application to a 5 mL HiTrap Q HP column and elution over a 10-column volume gradient into buffer B with 1 M NaCl. Peak fractions were pooled and applied to a HiLoad Superdex 75 26/60 pg column equilibrated in 20 mM HEPES pH 8, 150 mM NaCl, 2 mM MgCl_2_, 0.5 mM TCEP. The protein was concentrated with an Amicon Ultra 10 kDa MWCO concentrator (Millipore) and stored at −80°C.

Ccr4 EEP-expressing cells were sonicated in lysis buffer containing 50 mM Tris-HCl pH 8, 250 mM KCl, 1 mM TCEP, and protein was purified from the lysate with Glutathione Sepharose 4B (GE Healthcare). The resin was washed with buffer A containing 1 M NaCl, and protein was eluted in buffer A supplemented with 50 mM glutathione. Nucleic acid contaminants were removed by application of the sample to a 5 mL HiTrap Q HP column equilibrated in buffer A and eluted over a 10-column volume gradient into buffer A with 1 M NaCl. The sample was treated with 3C protease to cleave off the GST tag (16 hr at 4°C), and then applied to a 5 mL HiTrap Q HP column run in the conditions described above. The sample was then applied to a 5 mL HiTrap Heparin HP column equilibrated in buffer A and eluted over a 10-column volume gradient into buffer A with 1 M NaCl. Peak fractions were pooled and applied to a Superdex 200 10/300 GL size-exclusion column (GE Healthcare) equilibrated in buffer A. Pure protein was concentrated with an Amicon Ultra 10 kDa MWCO concentrator and stored at −80°C.

DNA encoding Pab1 amino acids 80–653 was amplified from *S. pombe* cDNA using primers Pab1_res80_Fwd and Pab1_Rev (Table S2) and cloned into pGEX-6P-2 plasmid using an In-Fusion HD Cloning Kit (Clontech). DNA encoding variants Pab1ΔC and Pab1ΔPC were amplified from this vector with primers Pab1_res80_Fwd and Pab1ΔC_Rev or Pab1ΔPC_Rev. These were also cloned into pGEX-6P-2 plasmid. Pab1 was expressed and purified as described above for Ccr4 (EEP nuclease domain).

PCR-based site-directed mutagenesis was performed with a Quikchange Lightning Multi Mutagenesis Kit (Agilent) to generate mutations in Pab1 (RRM1mut: Y83A, RRM2mut: F171A, RRM3mut: Y264A, RRM4mut: F367A). A single primer was used to introduce each modification: Pab1_Mut1_QC, Pab1_Mut2_QC, Pab1_Mut3_QC, and Pab1_Mut4_QC (Table S2). Pab1 variants were purified as described for wild-type versions.

#### Deadenylation Assays

Deadenylation activity was measured (Webster et al., 2017) in 20 mM PIPES pH 6.8, 10 mM KCl, 45 mM NaCl, 2 mM Mg(OAc)_2_, 0.1 mM TCEP (includes components added with protein factors) at 22°C. Ccr4-Not and Caf1-Ccr4 were prepared at 1 μM (10×) in 20 mM HEPES pH 7.4, 400 mM NaCl, 2 mM Mg(OAc)_2_, 0.1 mM TCEP and added to a final concentration of 100 nM in the reaction. Caf1 and Ccr4 (EEP domain) were prepared in the same buffer and added to final concentrations of 5 μM and 1 μM respectively. Pab1 was prepared in 20 mM HEPES pH 7.4, 50 mM NaCl, 0.1 mM TCEP and added to a final concentration of 200 nM or 400 nM in the reaction (for 1 or 2 Pab1 molecules per RNA respectively). Pab1 was incubated with RNA for 10 min at 22°C prior to the addition of enzyme to allow protein-RNA binding to reach equilibrium.

23-mer-A30, A30 and 20-mer-A10 RNAs (Table S2) were synthesized with a 5′ 6-FAM fluorophore label (Integrated DNA Technologies). The 20-mer-A60 RNA was generated by *in vitro* transcription: A modified pUC57 vector containing a T7 promoter and the encoded RNA sequence was linearized with BsaI restriction enzyme to generate the DNA template (Webster et al., 2017). *In vitro* transcription was performed using standard procedures (Wolf et al., 2014).

200 nM RNA was used in each reaction. Reactions were stopped at the indicated time points by addition of 2 × denaturing loading dye (95% formamide, 10 mM EDTA, 0.01% w/v bromophenol blue). Samples were applied to TBE (Tris-borate-EDTA)-polyacrylamide gels containing 7 M urea (20% acrylamide for 23-mer-A30, 20-mer-A10 and A30; 14% acrylamide for 20-mer-A60) and run at 400 V in 1 × TBE running buffer. Gels were scanned with a Typhoon FLA-7000 directly for 5′ 6-FAM labeled RNA (20-mer-A10, 23-mer-A30 and A30) or following staining of the gel with SYBR Green II for unlabeled RNA (20-mer-A60). Densitometric analysis was performed with ImageJ (Schneider et al., 2012, Webster et al., 2017). Poly(A) tail lengths were calibrated using RNA markers with no tail and tails of known length. Intermediate tail lengths were calculated by counting bands on gels with single-nucleotide resolution (Webster et al., 2017). Average rates of deadenylation were calculated by linear regression of modal tail length plots. All results are representative of experiments performed in triplicate. The greatest source of error was determined to be in applying a linear fit and therefore we calculated the uncertainty in the average rate as the 95% confidence interval of the slope.

For the analysis of Pab1 dissociation during deadenylation, reactions were stopped by the addition of 2 × non-denaturing stop solution (20 mM Tris-HCl pH 8, 5 mM EDTA, 10% v/v glycerol, 0.1% Orange G). Samples were applied to 6% TBE-polyacrylamide non-denaturing gels and electrophoresis was performed at 100 V in 1 × TBE running buffer. Gels were scanned with a Typhoon FLA-7000.

#### Electrophoretic Mobility Shift Assays

Binding reactions (10 μl) were prepared by adding Pab1 at the indicated molar excess (0.5 × = 100 nM, 1 × = 200 nM, 2 × = 400 nM, 3 × = 600 nM, 4 × = 800 nM) to RNA (200 nM) in 20 mM PIPES pH 6.8, 10 mM KCl, 90 mM NaCl, 2 mM Mg(OAc)_2_, 0.1 mM TCEP. The sample was incubated for 15 min at 22°C before the addition of 6 × loading dye (30% glycerol and 0.2% w/v orange G). Samples were applied to 6% TBE-polyacrylamide non-denaturing gels and electrophoresis was performed at 100 V in 1 × TBE running buffer. Gels were scanned with a Typhoon FLA-7000 directly for 5′ 6-FAM labeled RNA (20-mer-A10, 23-mer-A30 and A30) or following staining of the gel with SYBR Green II for unlabeled RNA (20-mer-A60).

#### Fluorescence Polarization Assays

A two-fold protein dilution series was prepared in 20 mM HEPES pH 7.4, 150 mM NaCl. Proteins were incubated for 2 hr at 22°C with 0.2 nM 5′ 6-FAM RNA (synthesized by IDT, Table S2). Fluorescence polarization was measured with a PHERAstar Plus microplate reader (BMG Labtech). Dissociation constants were estimated by non-linear regression with a one-site binding curve in *GraphPad Prism 6*. Error bars indicate the standard deviation in five replicate measurements.

#### SwitchSENSE Kinetic Analysis

Kinetic measurements were performed using a DRX series instrument with a MPC-48-2-Y1 chip (Dynamic Biosensors). Hybrid oligonucleotides were synthesized (IDT) with the RNA of interest (A30, or N20A_n_, Table S2) at the 5′ end followed by single-stranded DNA complementary in sequence to the fluorescently labeled oligonucleotide on the chip. Annealing was performed by flowing 500 nM oligonucleotide over the chip for 4 min in a buffer of 20 mM HEPES pH 7.4, 40 mM NaCl and 0.001% Tween-20. Analysis of Pab1 kinetics was performed by application of 25 nM Pab1 in a buffer of 20 mM HEPES pH 7.4, 150 mM NaCl and 0.001% Tween-20. Binding experiments were performed at 20°C with a flow rate of 30 μl/min. The dynamic response represents the change in nanolever switch speed on the timescale 0–4 μsec (Langer et al., 2013). Data points from dissociation experiments 20-mer-A10, 20-mer-A15 and A30 were averaged in 10 s intervals to improve the signal-to-noise. Kinetic constants were estimated by fitting of an exponential function with GraphPad Prism 6.

#### Yeast Strains and Growth Conditions

Yeast strains used in this study are listed in the Key Resources Table. All strains were grown at 24°C in synthetic media supplemented with the appropriate amino acids and either 2% glucose, 2% raffinose/1% sucrose or 2% galactose/1% sucrose. Cells were harvested at mid-log phase (OD_600nm_ = 0.36–0.55).

#### RNA Labeling and RNase A/T1 Digestion

Yeast (*rpb1-1*, *rpb1-1 ccr4*Δ, and *rpb1-1 caf1*Δ) were grown to mid-log phase in minimal synthetic media (pH 6.5). At mid-log phase, transcription was repressed by shifting cells to 37°C, and cell aliquots were harvested at 0, 3, 6, 8, 10, 15, 20, 30, 45, 60 min. Total RNA was isolated from each sample as described previously (Geisler et al., 2012).

[5′ ^32^P] cytidine 3′ 5′ bisphosphate (pCp) was prepared by combining 1 μL 833 μM 3′ CMP, 33 μL 25 μM [γ^32^P] ATP (Perkin Elmer NEG035C), 4 μL 10 × OptiKinase buffer, and 2 μL OptiKinase (USB 78334Y) and incubating for 1 hr at 37°C before heat inactivating at 65°C for 10 min. 2 μg of each total RNA sample isolated above was then [5′ ^32^P] pCp labeled at 4°C overnight after combining the RNA with 2 μL [5′ ^32^P] pCp in a 10 μL reaction containing 1 × T4 RNA ligase buffer, 10% DMSO, 0.5 mM rATP, and 10 units T4 RNA ligase (Thermo Fisher Scientific EL0021). Samples were purified by passing through two 1 mL G50 Sephadex columns after adding 90 μL of HS buffer (20 mM Tris-HCl pH 7.5, 10 mM EDTA and 300 mM NaCl).

Next, 25 μL of each pCp-labeled RNA sample was RNase A and RNase T_1_ digested at 30°C for 30 min in 1 × RNase A/T_1_ digestion buffer [20 mM Tris-HCl pH 7.5, 1 mM MgCl_2_, 100 mM KCl, and 1 mg/ml tRNA (Sigma R4251)] using 1 unit RNase T_1_ (Sigma R1003) and 10 μg RNase A (Sigma R6513) in a 100 μL reaction. The samples were extracted with phenol/chloroform buffered with LET (25 mM Tris-HCl, pH 8.0, 100 mM LiCl, 20 mM EDTA, pH 8.0) and then ethanol precipitated with ammonium acetate in the presence of 1 μL GlycoBlue (Thermo Fisher Scientific AM9515). The precipitated RNA was run on denaturing 12% polyacrylamide sequencing gels and dried before exposing to a phosphorimager screen.

#### Reporter Construction

The plasmids and oligonucleotides used in this study are listed in the Key Resources Table and Table S2. To construct the synthetic reporters containing the stem-loop at the 5′ UTR of OPT (pJC672) and NON-OPT (pJC673) reporters, SpeI and XhoI sites were introduced directly before the start codon and after the stop codon of the *PGK1* ORF in pJC134 (SL-PGK1pG) by oJC3208/3209 and oJC2379/2380, respectively to create pJC929. The OPT and NON-OPT ORFs were subsequently cloned into this plasmid by using SpeI and XhoI sites to generate pJC930 (SL-OPT) and pJC931 (SL-NON-OPT), respectively.

#### Transcriptional Shut-Off and Pulse-Chase

For the *GAL1* promoter shut-off experiment, cells were grown at 24°C in synthetic media with 2% galactose/1% sucrose to allow for expression of the reporters. Cells were shifted to synthetic media without sugar at an OD_600nm_ = 0.4, and then transcription was repressed by adding glucose to a final concentration of 4%. Aliquots were collected at the time points indicated in the figures.

For the *GAL1* promoter pulse-chase experiments, cells were inoculated in synthetic media containing 2% raffinose/1% sucrose to keep the *GAL1* promoter off. Once cells reached to OD_600nm_ = 0.36, they were shifted to synthetic media without sugar and the transcription of *GAL1* promoter was activated by adding 2% galactose for 8 min. After an 8-min induction of transcription, for WT and *dhh1*Δ strains (Figure 5B), cells were shifted to synthetic media without sugar and then transcription was repressed by adding glucose to a final concentration of 4%; for *rpb1-1*, *rpb1-1/caf1*Δ and *rpb1-1/ccr4*Δ strains (Figure 6B), transcription was repressed by adding glucose to a final concentration of 4% and shifting cells to 37°C. Cells were collected after transcriptional inhibition at the time points indicated in the figures.

Total RNA was extracted by phenol/chloroform/LET (25 mM Tris, pH 8.0, 100 mM LiCl, 20 mM EDTA) and precipitated by 95% EtOH. 30-40 μg of RNA was separated on 1.4% agarose-formaldehyde gels at 100 V for 1.5 hr or 6% high resolution polyacrylamide gels at 400 V for 14.5 hr, transferred to nylon membranes and probed with ^32^P-labeled antisense oligonucleotides complementary to poly(G) (oJC168), *HIS3* (oJC2564), and *SCR1* (oJC306). Blots were exposed to PhosphorImager screens, scanned by Typhon 9400, and quantified by ImageQuant software to determine half-lives. Quantification of mRNA half-life (Figures 6A and 6C) was performed following normalization to *SCR1* RNA, which is not shown. The deadenylation rates of OPT and NON-OPT mRNAs (Figures 5B and 6B) were determined by calculating changes of shortest poly(A) tail lengths in time points which have more than A10 on blots in Figures 5B and S7.

#### Global mRNA Half-Life Analysis

RNA-seq experiment and half-lives analysis were performed as described in Presnyak et al. (2015). Briefly, *rpb1-1* and *rpb1-1/caf1*Δ cells were grown to mid-log phase at 24°C and shifted to a non-permissive temperature (37°C) to inactivate RNA polymerase II. Cells were collected at various time points after the inhibition of transcription. RNA was extracted and 1 ng of ERCC Phage NIST spike-ins was added. Libraries were prepared by using Illumina TruSeq Stranded Total RNA and mRNA library prep kits, quantified by an Agilent Bioanalyzer and sequenced by using paired-end 100 bp reads with an index read on Illumina HiSeq2000. Sequencing data are available at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo) with accession number GSE114560.

Reads were aligned to the SacCer2 *S. cerevisiae* reference genome by Bowtie v0.12.7 (Langmead et al., 2009) and the aligned reads were further converted into bam format and indexed by Samtools v0.1.18 (Li et al., 2009). Gene FPKM values were calculated by Cufflinks v1.3.0 (Trapnell et al., 2010) and annotated to the SacCer2 SGD gene annotation downloaded from the UCSC browser. The raw FPKM values were normalized to the spike-ins reads.

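The deposited FPKM values of the rpb1-1/caf1Δ libraries still differ in their spike-in totals, so the spike-in step was carried out here. Of the 92 ERCC spike-ins, 73 were detected and 19 were at 0 in all libraries. Their summed FPKM was 12704 at 0 min and 18072 at 60 min. Relative to 0 min, the summed factor was 1.05 at 3 min, 1.12 at 6 min, 1.25 at 8 min, 1.05 at 10 min, 1.23 at 15 min, 1.18 at 20 min, 1.36 at 30 min, 1.23 at 45 min and 1.42 at 60 min. The factor did not rest on single spike-ins. For the 30 spike-ins with an FPKM of at least 10 in every library, the median ratio to 0 min was 1.06 at 10 min, with quartiles of 0.998 and 1.13, and 1.43 at 60 min, with quartiles of 1.32 and 1.48. Summed over yeast genes, the scaled FPKM fell to 73.3% of the 0 min sum at 20 min and 52.6% at 60 min.

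**Figure D2:**
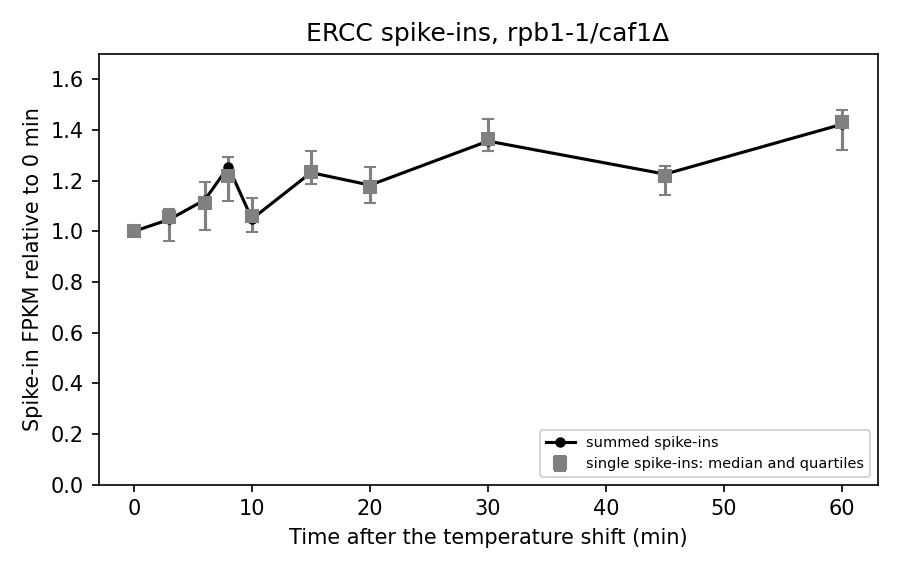
Spike-in FPKM relative to 0 min (vertical axis) against time after the temperature shift in min (horizontal axis) in rpb1-1/caf1Δ. Circles are the summed spike-ins and squares with bars are the median and quartiles of 30 single spike-ins. The summed factor is 1.05 at 10 min, below 1.25 at 8 min and 1.23 at 15 min.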

The expression levels of each gene at each time point were normalized to the initial expression level (0-min time point). The half-life for each gene was determined by fitting data into an exponential decay curve. Dubious and unverified ORFs, genes for which the average absolute residual was greater than 0.14, and genes with an estimated half-life longer than the measured time course were excluded. Each transcript’s average optimality was calculated using the definitions of codon optimality in Pechmann and Frydman (2013), then boxplots of mRNA half-lives in *caf1*Δ cells relative to wild-type cells for each optimality bin were generated using ggplot2 / geom_boxplot in R. Base R functions were used to perform ANOVA (p = 1.05x10^–14^), then Tukey’s Honest Significant Difference test for pairwise comparisons with the < 40% optimality bin (Figure 6D).

#### Analysis of Pab1 Occupancy

Pab1 binding per nucleotide of poly(A) tail for each *S. cerevisiae* transcript was calculated as follows. First, we converted “logFC” values in “13059_2014_559_MOESM2_ESM.xlsx” (Costello et al., 2015) to fold-change, then divided these values by mean poly(A) tail lengths derived from “GSE52809_Cerevisiae_total.txt” (Subtelny et al., 2014). Next, each transcript’s average optimality was calculated using the definitions of codon optimality in Pechmann and Frydman (2013), then boxplots of Pab1 binding per nucleotide of poly(A) tail for each optimality bin were generated using ggplot2 / geom_boxplot in R. Base R functions were used to perform ANOVA (p < 2x10^−16^), then Tukey’s Honest Significant Difference test for pairwise comparisons with the < 40% optimality bin (Figure 5A).

### Quantification and Statistical Analysis

Statistical parameters are reported in the Figures and Figure Legends.

#### *In Vitro* Deadenylation Analysis

All results of *in vitro* deadenylation analysis are representative of experiments performed in triplicate. Average rates of deadenylation were calculated by linear regression of modal tail length plots. Uncertainty is presented as the 95% confidence interval of the linear fit slope as this is the largest source of error.

#### Fluorescence Polarization Assays

Quantification of interaction affinity was determined by non-linear regression with a one-site binding curve. Error bars indicate the standard deviation in replicate measurements and K_D_ measurements are presented as the mean ± standard error.

#### SwitchSENSE Kinetic Analysis

Analysis of Pab1 dissociation rate was performed in triplicate for each RNA sequence and representative sensograms are shown. Rate constants and half-lives for dissociation are presented as the mean ± standard error. Analysis of Pab1 association rate was performed in triplicate for each protein concentration. Linear regression was used to determine the kinetic constant for association (*k*_*on*_), which is presented as the mean ± standard error.

#### *In Vivo* Deadenylation Analysis

Rates of *in vivo* deadenylation were analyzed by quantifying the shortest poly(A) tail lengths at each time point. In Figure 6B, error bars indicate standard deviation in triplicate measurements.

#### *In Vivo* mRNA Half-Life Analysis

Reporter mRNA half-lives were calculated by densitometry with normalization to *SCR1* RNA control and are presented as the mean ± standard deviation. For transcriptome-wide analysis of mRNA half-lives, the expression levels of each gene at each time point were normalized to the initial expression level (0-min time point). The half-life for each gene was determined by fitting data into an exponential decay curve. Boxplots of mRNA half-lives in *caf1*Δ cells relative to wild-type cells for each optimality bin were generated using ggplot2 / geom_boxplot in R. Base R functions were used to perform ANOVA (p = 1.05x10^–14^), then Tukey’s Honest Significant Difference test for pairwise comparisons with the < 40% optimality bin.

#### Pab1 Enrichment

Boxplots of Pab1 binding per nucleotide of poly(A) tail for each optimality bin were generated using ggplot2 / geom_boxplot in R. Base R functions were used to perform ANOVA (p < 2x10^–16^), then Tukey’s Honest Significant Difference test for pairwise comparisons with the < 40% optimality bin (Figure 5A).

### Data and Software Availability

The accession number for the raw RNA sequencing data files used for the calculation of global mRNA half-lives is NCBI GEO: GSE114560.

How the deposited data were processed for this re-analysis (not part of the article)

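RNA of the rpb1-1/caf1Δ strain was measured at 10 time points from 0 to 60 min after transcription was shut off by a temperature shift, with 1 library per time point. The paper's other strain of this experiment, rpb1-1, was not analysed here. The authors aligned paired reads to SacCer2 with Bowtie, and the deposited values are FPKM from Cufflinks for the gene annotation of that build. The deposited FPKM carry no spike-in scaling, since the spike-in totals differ between libraries. The labels name the strain in 2 ways that do not match and speak of a second culture, which was not used here.

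From there, each FPKM was divided by the summed spike-in FPKM of its library relative to 0 min. Genes were matched to the RefSeq annotation of R64 by systematic name. Of 6717 yeast genes, 6007 matched and 710 did not, and 568 protein-coding genes without a described product were left out in place of the paper's dubious and unverified ORFs, which leaves 5439. Coordinates are those of R64, which is not the build of the alignment, and no coordinate of SacCer2 was used. Relative levels were fitted by least squares to an exponential decay fixed at 1 at 0 min. The standard error of a half-life takes noise in proportion to the level and includes the noise of the 0 min library. On data simulated for 5681 genes with 200 that did not decay, 93.2% of the true half-lives lay within 2 standard errors, 98.5% of decaying genes passed the filters and 0% of the others did. The simulated decay was a pure exponential with independent noise, without a plateau or shifts shared by a library. In the real data 2801 of 5285 fitted mRNAs passed, so the simulated rates do not carry over to them. Fits used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

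The number of fragments per library was estimated from low FPKM values of genes with 1 exon and at least 900 coding bases. Between 91.0% and 97.9% of the low values per library came out within 0.1 of a whole fragment. These depths limit single genes more than medians, since an mRNA with few fragments has a half-life of little precision.

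OPT codon share was computed from coding sequences of R64, and mitochondrial genes were left out. Ribosomal protein mRNAs were the 137 genes with symbols RPL, RPS or RPP and a number whose product is ribosomal, which leaves out 1 of 138 symbols. Many of them are paralog pairs between which reads may be split. Heat shock mRNAs were the 17 genes with symbols HSP and a number or SSA1 to SSA4. Lists were compared with 10000 random lists of the same size, matched in 20 groups by mean FPKM. The list's own members stayed in the pool, which pulls the random lists towards the list. Slopes over time were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) of the scaled values, with time in min as a continuous term, for 5176 genes with a mean FPKM of at least 1, and Benjamini-Hochberg adjusted p-values were compared with 0.05. On simulated data for 5176 genes with 200 changed, 84.5% of the changed genes were recovered and 5.06% of the calls were false. The simulated noise was independent between genes, without shifts shared by a library, so this rate of false calls does not carry over to the real libraries.

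Genes named in the text are those that the paper names and the 3 mRNAs with the shortest and the 3 with the longest half-life among those with an FPKM of at least 10 at 0 min and a half-life within 1.5 times when any time point is left out. CAF1 and HIS3 were looked at first. This rule, the computation of each reported result and the alternatives not listed below were fixed before the data were examined. The tests of explanations in the closing section were not. The alternatives were other decay models, time ranges, filters and scalings, and leaving out each time point. Decay to a plateau, smoothed spike-in factors, all yeast genes, lists without ribosomal protein mRNAs, lists matched on FPKM at 0 min and heat shock levels without scaling or scaled to ribosomal protein FPKM were chosen after seeing the data.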

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

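The tests of explanations in this part were chosen after the results were seen, except the shuffled time orders. The limma slope test, also without the 45 min library, was set beforehand. Each of the 2 results concerns mRNAs that the paper does not discuss.

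Heat shock mRNAs rose after the shift to the non-permissive temperature. Of the 17 genes, 15 had an FPKM above 0 at 0 min, and their median level relative to 0 min was 1.71 at 3 min, 3.49 at 10 min, 3.82 at 20 min and 2.21 at 60 min, while the median mRNA with an FPKM of at least 10 at 0 min was at 0.354 of its level at 60 min. The rise was present under each of the 4 scalings compared. Spike-in scaling had to give the lowest median at 60 min, since the others lift late levels relative to it. That lowest median, 2.21, was above 1 by more than 0.807, the standard deviation of the list's median over the last 3 time points. This deviation does not measure the error of the scaling. Noise of low values would put 1.5 of 15 members above their 0 min level in all 9 later libraries, and 13 were. Without SSA1 to SSA4, HSP82 and HSP31 to HSP33, which have close paralogs, the median of the other 9 was 2.21 as well. The list's median change at 60 min lay at percentile 100 of random lists matched on mean FPKM. Transcription of these genes after the shift is a candidate explanation, and no library without the shift was analysed here to test it further. HSP150 and HSP31 are exceptions, above their 0 min levels in 2 and 7 of the 9 later libraries. At 60 min HSP150 was at 0.905 and HSP31 at 1.18 of the 0 min level.

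In limma, 87 mRNAs rose over the time course and 2988 fell, of 5176 tested. Among 100 shuffled orders of the time points, 4 gave at least 87 rising mRNAs, the largest count in one being 3294. Division by the spike-in factors lowered each later value relative to 0 min, since the lowest factor after 0 min was 1.05. The factors are uneven, at 1.25 at 8 min and 1.05 at 10 min, so division can raise an mRNA between later libraries. As deposited, without spike-in scaling, 87 of the 87 also rose. The factor was largest at 60 min, at 1.42, so leaving out the division lifts late values most. That outcome was close to fixed in advance, and no conclusion about the division is drawn from it. Without the 45 min library, 51 mRNAs rose. Of 15 heat shock mRNAs tested, 5 were among the 87. None of the 87 has a half-life, 0 having passed the filters. The slope is a straight line over time on the log2 scale, so an mRNA that rose early and fell later is not counted as rising.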

How the results depend on the processing

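No paired analysis was possible because each time point has 1 library and 1 strain was analysed.

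The number of mRNAs with a half-life was 2801 and stayed within 1.5 times of that under 7 of the 10 alternatives set beforehand. It was 591 with a residual limit of 0.07, 1407 with each library scaled to the same total FPKM, 178 with the same ribosomal protein FPKM, and 4477 with decay to a plateau. With each time point left out it ran from 2703 to 3246.

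The median half-life, 15.8 min, was 22.1 min with a free starting level, 34.4 min with a straight line through the logarithm, 10.4 min for 0 to 20 min, 19.5 min without a half-life limit, 22.7 min at the same total FPKM and 4.59 min with a plateau. The cause was not tested, apart from the time range, whose limit of 20 min shortens half-lives by its own construction. With each time point left out it ran from 14.0 to 17.6 min.

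The rho of half-life with OPT codon share, 0.278, was 0.0779 with a free starting level, -0.160 with a straight line through the logarithm, 0.484 with a residual limit of 0.07, 0.485 at the same ribosomal protein FPKM and 0.416 with a plateau. With each time point left out, the rho ran from 0.236 to 0.336. The difference in median half-life between the highest and the lowest bin, 12.2 min, was -6.54 min with the straight line, 4.57 min with a free starting level, 5.45 min for 0 to 20 min and 32.9 min at the same ribosomal protein FPKM, and ran from 9.15 to 16.9 min with each time point left out. Random lists that were not matched put the lowest bin at percentile 0.22 and the highest at 100, and lists matched on FPKM at 0 min put them at 3.93 and 88. The alternative of tRNA adaptation was not run, because the annotation names an anticodon for 23 of 275 tRNA genes.

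The median half-life of ribosomal protein mRNAs, 22.2 min, was 16.3 min for 0 to 20 min, 35.9 min at the same total FPKM, 42.8 min at the same ribosomal protein FPKM, where the scaling holds their sum constant by construction, and 25.8 min with smoothed spike-in factors. With each time point left out it ran from 20.5 to 25.5 min. The median heat shock level at 60 min, 2.21, was 4.20 at the same total FPKM, 3.14 as deposited and 11.7 at the same ribosomal protein FPKM, which raises all later levels because ribosomal protein mRNAs fell. The last 2 settings were chosen after seeing the data.

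At the same total FPKM the fitted half-lives of GAL1, MDR1, BCH1 and ATG21 were -5478, -268, -655 and -359 min, a negative value standing for a rise. In limma, 3075 mRNAs changed, and between 2545 and 3187 did with each time point left out. Of these changes 97.2% were falls, and 68.1% at the same total FPKM, where 1471 fell and 688 rose. Of the other values, 174 stayed within the limit set for them, 22 moved and the 5 given above changed sign. For the limma counts this limit was a fixed factor and not a spread. Most of the 174 are refits with a single time point left out, so their number does not measure stability under other settings. Apart from the 51 rising mRNAs without the 45 min library, the 22 and the 5 came from other decay models, time ranges, scalings or random lists. The 174 include values for VMA9 and NCE101, whose fits stopped at the shortest half-life allowed, and for the deleted CAF1. For these mRNAs, staying the same does not show a stable measurement. The 174 also include the highest bin's percentile, 12.1 as reported and 88 with lists matched on FPKM at 0 min. Low depth limits single mRNAs, and the depth of 2295724 estimated fragments at 15 min was the lowest.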

Differences from the paper's values

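The paper reports half-lives for 3535 mRNAs, and 2801 were obtained here from the rpb1-1/caf1Δ libraries alone. The values are within 1.5 times of each other, but the paper's number comes from an experiment with both strains. The paper does not say whether an mRNA had to pass in both. If it had to, the paper's number for rpb1-1/caf1Δ alone would be 3535 or more, and the shortfall here larger. None of the alternatives reached the paper's number exactly. Without the half-life limit it was 3302, and without the residual limit 4149.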

Other observations

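The tests of explanations in this part, and the lists matched on FPKM at 0 min, were chosen after the results were seen. The other lists for ribosomal protein mRNAs and the straight-line fit were set beforehand.

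Ribosomal protein mRNAs, which the paper discusses for Pab1 binding and not for half-life in caf1Δ, had a median half-life of 22.2 min over 134 mRNAs, with quartiles of 17.6 and 27.3 min, and 135 of the 137 have an OPT codon share of at least 80%. Their median level was 84.1% of the 0 min level at 10 min, 54.5% at 20 min, 20.4% at 30 min, 36.6% at 45 min and 15.9% at 60 min. Among random lists matched on mean FPKM the median half-life lay at percentile 0.07, and among lists that were not matched at percentile 99.98. Matched on FPKM at 0 min it lay at percentile 3.37.

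The relation of half-life to OPT codon share changes sign with the decay model, where each model keeps the mRNAs that pass its own filters. The models were not compared on the same mRNAs, so a part of the filters in the change stays open. With a straight line through the logarithm, the median half-life was 31.2 min under 40%, 37.5 min from 40 to 49%, 35.2 min from 50 to 59%, 33.2 min from 60 to 69%, 34.3 min from 70 to 79% and 24.7 min at 80% and over, so the lowest bin was shorter than the 4 middle bins and the highest bin was the shortest. Across genes, which are not independent replicates, rho fell by 0.439 from the reported fit to the straight line, from 0.278 to -0.160 (jackknife standard error of the change over time points 0.118). Without the mRNAs of 80% and over it went from 0.232 to -0.0696, a change of 0.302 (standard error 0.0921), and the straight-line rho stayed between -0.0775 and -0.0506 with each time point after 0 min left out. The highest bin alone therefore does not account for the change of sign, although the straight-line rho was nearer 0 without it. Without ribosomal protein mRNAs the change was 0.336 (standard error 0.0970), and with a mean of at least 20 fragments per gene it was 0.450 (standard error 0.122), so neither these mRNAs alone nor low fragment numbers account for it.

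A candidate explanation for the change of sign is that mRNAs with a low share fall early and then level off. For 5156 genes above 0 in every library, the decay rate of the logarithm was set against OPT share in an early and a late part. The parts were first divided at 20 min, which decided nothing, and then at 15 min, a division chosen after seeing those values. Divided at 20 min, the rho was -0.112 early and 0.134 late (jackknife standard error 0.108). Divided at 15 min, it was -0.220 early and 0.175 late (standard error 0.0438), and for genes with a share under 80% the late value was 0.101 (standard error 0.0551). From 30 to 60 min alone it was 0.0018 over all genes. The explanation stays open, since the result depends on where the parts are divided, and OPT share was not separated from mRNA level.

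Scaled levels do not fall evenly, and most mRNAs lie higher at 10, 20 and 45 min than between the neighbouring time points. Without spike-in scaling, the median log2 deviation from the neighbours was 0.0395 at 10 min and 0.0150 at 20 min, within the errors of 0.0591 and 0.0607 of the spike-in factors, so the factors alone may account for these. At 45 min, 0.142 remained against an error of 0.0528, so the factors alone do not account for it. The unscaled deviation at the neighbouring 30 min was -0.17, so a low 30 min library could by itself lift 45 min above its neighbours, and which of the libraries deviates was not tested. With each library scaled to the same total FPKM, which removes shifts shared by most mRNAs by construction, 0.0331 remained at 45 min. No biological explanation was tested.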
